# The Drosophila gene encoding JIG protein (CG14850) is critical for CrebA nuclear trafficking during development

**DOI:** 10.1093/nar/gkad343

**Published:** 2023-05-05

**Authors:** Sayem H Bhuiyan, Guillaume Bordet, Gbolahan Bamgbose, Alexei V Tulin

## Abstract

Coordination of mitochondrial and nuclear processes is key to the cellular health; however, very little is known about the molecular mechanisms regulating nuclear-mitochondrial crosstalk. Here, we report a novel molecular mechanism controlling the shuttling of CREB (cAMP response element-binding protein) protein complex between mitochondria and nucleoplasm. We show that a previously unknown protein, herein termed as Jig, functions as a tissue-specific and developmental timing-specific coregulator in the CREB pathway. Our results demonstrate that Jig shuttles between mitochondria and nucleoplasm, interacts with CrebA protein and controls its delivery to the nucleus, thus triggering CREB-dependent transcription in nuclear chromatin and mitochondria. Ablating the expression of Jig prevents CrebA from localizing to the nucleoplasm, affecting mitochondrial functioning and morphology and leads *to Drosophila* developmental arrest at the early third instar larval stage. Together, these results implicate Jig as an essential mediator of nuclear and mitochondrial processes. We also found that Jig belongs to a family of nine similar proteins, each of which has its own tissue- and time-specific expression profile. Thus, our results are the first to describe the molecular mechanism regulating nuclear and mitochondrial processes in a tissue- and time-specific manner.

## INTRODUCTION

Among roughly 1500 proteins found in animal mitochondria, only 13 polypeptides are encoded in the mitochondrial genome of animal cells, including human and fruit fly (1). The rest are encoded by the nuclear genome, translated in the cytosol and delivered to the mitochondria. As a result, many functional protein complexes localized to mitochondria are composed of protein subunits that are encoded by two different genomes. ATP synthase is a typical example of such oligomeric proteins: out of 27 of its subunits, two are encoded in mitochondria, and the rest—by the nuclear genome (2). Thus, the production of proteins encoded by the nucleus and the mitochondria should be coordinated. Without proper coordination between nuclear and mitochondrial gene expression and the molecular mechanism that establishes mitochondrial-nuclear crosstalk, no ATP synthase and respiratory complexes can be properly generated, leading to a buildup of non-working subunits that would cripple cellular energetics. The breakdown of such crosstalk between two organelles leads to mitochondrial dysfunction, which results in severe health issues, such as neurodegenerative diseases and cancer (3,4).

Mitochondrial and nuclear communication is thought to occur through transcription factors (TFs) or coactivators that regulate both mitochondrial and nuclear gene expression (5). These transcription factors and coactivators can be activated by external stimuli, such as changes in surrounding temperature, exercise, and food intake, as well as internal changes of certain hormone levels (6–9). The nucleus regulates mitochondrial biogenesis through these TFs (10). Nuclear Respiratory Factor 1 (NRF1), for example, activates transcription of many nuclear-encoded mitochondrial genes involved in mitochondrial biogenesis, including mitochondrial transcription factor A (TFAM) (11). Previous studies on nuclear-encoded mitochondrial genes also led to the discovery of TF-like Nuclear Respiratory Factor 2 (NRF2) and cAMP response-element binding protein (CREB) that regulate the expression of nuclear-encoded mitochondrial proteins (11). Translocation of such proteins from the cytosol to the nucleus and back, followed by the association of such proteins with mitochondria, have a coordinated effect on nuclear transcription and mitochondrial biogenesis, including mitochondrial fission, fusion, and protein translocation. While this type of communication, ‘anterograde signaling’ from the nucleus to the mitochondria, has been described as a major route of communication called between the organelles (12), another mechanism of communication called ‘retrograde signaling’, when mitochondria release Ca^2+^ into the cytoplasm, also takes place, thereby triggering signaling pathways that activate nuclear transcription factors, such as CREB, NFkB and ATF2, that activate genes responsible for regulating mitochondria and/or reducing mitochondrial stress (5,13).

Apart from the mechanisms described above, there is a rare scenario with only a handful of proteins that have been confirmed to reside in both, the nucleus and the mitochondrial matrix, and directly interacting with both genomes (12). All such dual-localized TFs and coactivators do not account for the regulation of all the nuclear genome-encoded mitochondrial genes (5), leaving a big gap of knowledge that prevents the full understanding of the nuclear-mitochondrial communication pathway that coordinates the expression of both genomes. Identification and study of more of these rare dual-localized proteins would give us a better understanding of the molecular mechanisms underlying mito-nuclear communication, as well as the impact on energetics.

Here we showed, for the first time, that a novel protein, CG14850, localizes to nuclear chromatin and in mitochondria in *Drosophila melanogaster*. We named the CG14850 gene product ‘Jig’ after the small fishing bait device, which is similar to the ribbon structure of Jig and is designed to hook something and pull (here and thereafter CG14850 will be referred as ‘Jig’ gene). Using confocal microscopy, we showed that Jig binds to nuclear chromatin. Using a genome-wide ChIP-seq approach, we have confirmed the association of Jig with nuclear chromatin at specific loci and found that Jig binds mitochondrial and nuclear chromatin. Genes, bound by Jig in both nuclear and mitochondrial genomes, were also identified. Co-immunoprecipitation revealed that Jig interacts with one of the dual-localized transcription factors, CREB, that plays an important role in the nuclear-mitochondrial communication pathway. Chromosome squash, followed by confocal microscopy experiments, confirmed functional and physical association of Jig with *Drosophila* CREB (CrebA) in the nuclear chromatin.

## MATERIALS AND METHODS

### Drosophila strains and genetics

Genetic markers are described in FlyBase (14), and stocks were obtained from the Bloomington Stock Center, except as indicated. pP{w1, UAST::Tim17B-DsRed}(10), called Tim17B-DsRed, was described in (15). The following GAL4 driver strains were used: 69B-GAL4 (16) and Arm::GAL4 (Bloomington stock #1560). Balancer chromosome carrying Kr::GFP, i.e. FM7i, P{w1, Kr-GFP}, was used to identify heterozygous and homozygous transgenic animals (17). siRNA transgenic *Drosophila* stocks #48673 (siRNA1) and #104550 (siRNA2) were obtained from VDRC (18).

### Construction of transgenic drosophila

To construct UAS::Jig-GFP, we generated the full-length genomic fragment of Jig locus (Figure 1A) using PCR. We used wild-type *Drosophila* genomic DNA as a template for PCR. The resulting PCR products were cloned through The *Drosophila* Gateway™ Vector Cloning System (Carnegie Institution of Washington) into the corresponding vector for *Drosophila* transformation. Generating transgenic *Drosophila* was performed as described (19,20).

**Figure 1.**
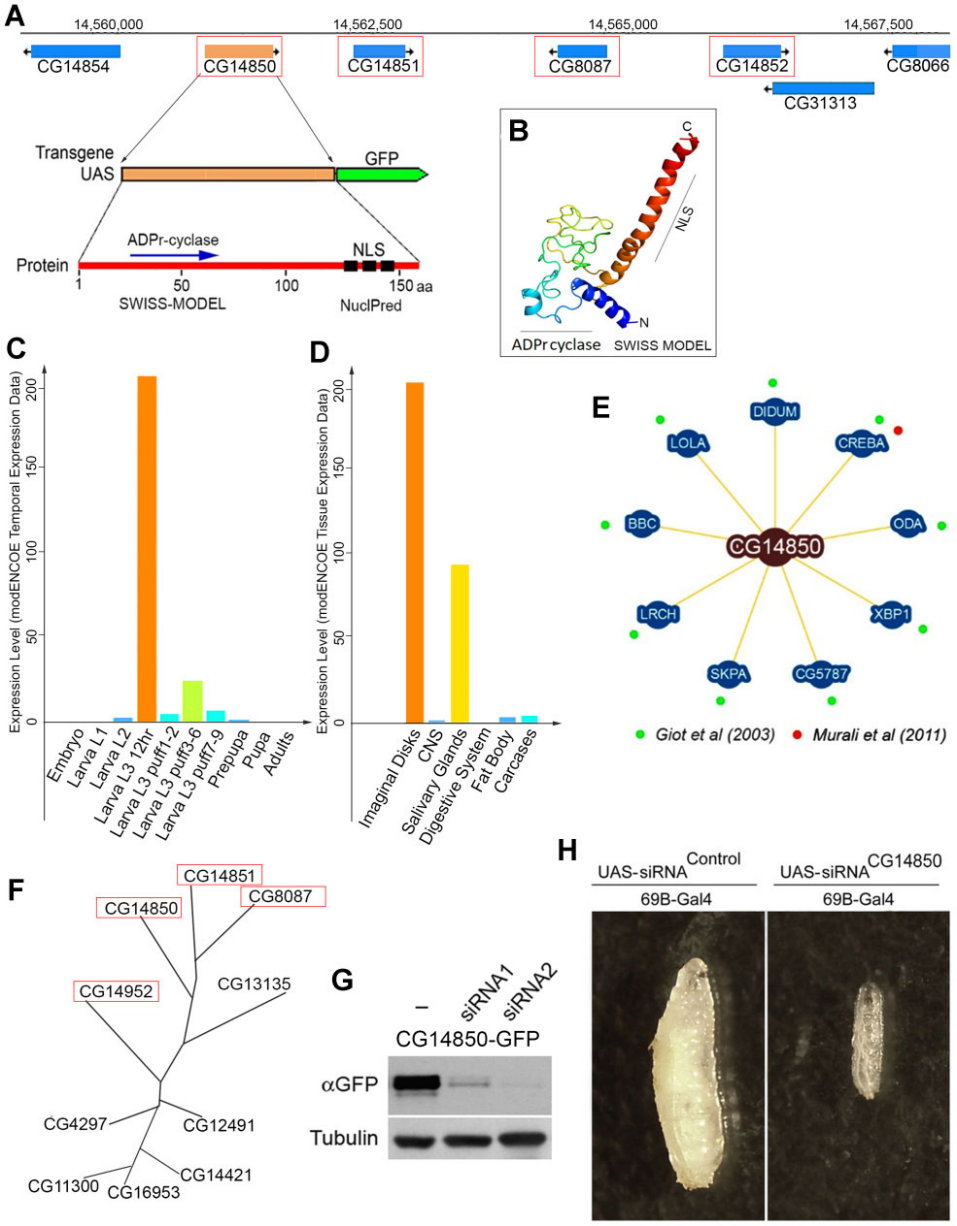
*D. melanogaster* gene CG14850 encodes Jig that plays vital roles in development. (**A**) Structure of the genomic locus encoding Jig (above); structure of GFP-tagged Jig transgenic reporter (middle); predicted structure of Jig protein (below) (see also Supplemental Figure S1). Red frames indicate paralogues of Jig. (**B**) Three-dimensional structure of Jig protein predicted by the SWISS MODEL (35) and Phyre square software (36). (**C**) Jig protein expressed from embryo to adult stages. Data obtained from the mod ENCODE Temporal Expression Data Project (37). (**D**) Jig protein expressed almost exclusively in larval imaginal discs and larval salivary glands. Data obtained from the mod ENCODE Tissue Expression Data Project (37). (**E**) Two-hybrid approach identified nine proteins interacting with Jig protein in *Drosophila* (38,39). (**F**) Evolutionary tree of Jig paralogs in the *D. melanogaster* genome (see also Supplemental Figure S2). Red frames indicate paralogues of Jig located in the same genomic locus. (**G**) Knockdown-transgenes eliminate Jig-GFP protein expression in *Drosophila*. Two different siRNA constructs against Jig were expressed using 69B-GAL4 driver in Jig-GFP-expressing *Drosophila*. Total protein extracts from third instar larvae were subjected to Western blot analysis using anti-GFP antibody. LexA siRNA-expressing animals of the same genetic background were used as a control. Tubulin antibody was used as a loading control. (**H**) Jig is required for *Drosophila* development. siRNA against Jig was expressed using 69B-GAL4 driver in wild-type *Drosophila*. All Jig siRNA-expressing animals were arrested in early third instar larval stage. LexA siRNA-expressing animals of the same genetic background were used as a control.

### Western blot

The following antibodies were used for immunoblotting assays: anti-B-actin (Mouse monoclonal, 1:5000, Sigma, #A5441), anti-Tubulin (Mouse monoclonal, 1:20 000, Sigma, B512), anti-CrebA antibody (Rabbit polyclonal, 1:2000, DSHB, AB_10805295) and anti-GFP (Mouse monoclonal, BD, #632380, 1:4000). Western blotting was done using the detection kit from Amersham/GE Healthcare (#RPN2106), according to the manufacturer's instructions.

### Drosophila salivary gland polytene chromosome immunostaining

Preparation and immunostaining of polytene chromosome squashes were performed exactly as described (21). The primary antibody used was anti-GFP (Rabbit, Torrey Pines Biolabs, #TP401, 1:400), and the secondary antibody used was goat anti-rabbit Alexa-488 (Molecular Probes (1:1500)). Anti-CrebA antibody was also used (Rabbit polyclonal, 1:2000, DSHB, AB_10805295). Slides were mounted in Vectashield (Vector Laboratories, Burlingame, CA) with propidium iodide at 0.05 mg/ml for DNA staining.

### Whole mount drosophila tissue immunohistochemistry

Third instar larvae of the appropriate stages were collected prior to dissection. Tissues were dissected in Grace's insect medium, fixed in 4% paraformaldehyde + 0.1% Triton X-100 in PBS for 20 min, and blocked with 0.1% Triton X-100 + 1% BSA for 2 h. These tissues were then incubated with primary antibody overnight at 4°C, washed three times with PBS + 0.1% Triton X-100, and then incubated with fluorescence-labeled secondary antibody Alexa Fluor 488, 568 or 633 goat anti-mouse or anti-Rabbit (1:1500; Invitrogen) for 2hrs at room temperature. After washing three times with PBS + 0.1% Triton X-100, DNA was stained with TOTO™-3 Iodide (642/660) antibody (1:3000, T3604, Fisher). Slides were mounted in Vectashield (Vector Laboratories, Burlingame, CA).

### Colocalization analysis

Colocalization analysis was performed on ImageJ (22) using the Colocalization_finder plugin (available at this link: http://questpharma.u-strasbg.fr/html/colocalization-finder.html). A 512 × 512 scatterplot was generated based on the CrebA or Jig fluorescence intensity, along chromosome piece. The Pearson correlation coefficient was calculated based on this scatterplot.

### MitoTracker red staining

Salivary glands from early third instar larvae were obtained through dissection at room temperature. in Phosphate Buffer Saline (PBS). After a short PBST (0.1%) wash, samples were incubated for 5 min in 100 nM MitoTracker RedCMXRos. After three short washes with PBST (0.1%), the samples were fixed in 4% paraformaldehyde in PBST at room temperature. for 1 min (23).

### Sample preparation for ChIP-seq

Flies were bred in a tube for an 8-h period, and the eggs laid were allowed to grow at room temperature. The third instar larvae at 12 h stage were collected using 15% sucrose solution. About 0.20 g of larvae was collected. Larvae were washed with 1ml of 1× PBS by spinning them down at 10 000g. Larvae were homogenized with pestle in 800 ul 1× PBS, 10ul Protease inhibitor cocktail, 1 ul Tween-20 and 250 ul of PMSF. Formaldehyde was added to 1.8%. Sample was crosslinked on a rotator at r.t.p. for 15 min. Crosslinking was quenched by adding 500 mM of Glycine. The quenched sample was incubated on ice for 5 min. Larval cells were then centrifuged at 1000g for 3 min, the supernatant discarded, and the pellet suspended in 1 ml of Sonication buffer (0.5% SDS, 20 mM Tris, pH 8.0, 2 mM 0.5 M EDTA, 0.5 mM EGTA, 0.5 mM PMSF and 100× Protease inhibitor cocktail). Samples were then sonicated using the Bioruptor sonication machine for 20 cycles. Sonicated samples were centrifuged at 10 000g for 10 min, and supernatant was collected.

After overnight decrosslinking, 750 ul phenol/ chloroform/isoamyl were added to the samples and were vortexed and centrifuged at 10 000g. The top layer was collected, and DNA was precipitated with 1ml of 100% ethanol. Samples were centrifuged at maximum speed for 20 min. Washing was done using 70% ethanol, and centrifuging was performed at maximum speed for 5 min. The pellet was suspended in 22 ul of nuclease-free water.

For each IP, 10% of the sample was used for input. Each IP was diluted to a volume of 1 ml using IP buffer (0.5% Triton X-100, 2mM of EDTA, 20 nM of Tris–HCl pH 8, 150 nM NaCl and 10% glycerol). 100 ul Agarose A beads (50% slurry with IP buffer) were added to each IP. IPs were then rotated at 4°C for 1 to 2 h. They were centrifuged for 1 min at 1000g. 250 ul of IP buffer and 5 ul of anti-GFP antibody were added to the supernatant. The IPs were rotated overnight at 4°C. 200 ul of protein-A agarose (50% slurry) were added, and IPs were centrifuged at 1000g in 4°C for 1min. Pelleted beads were washed with 1ml of low salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl, 150 mM NaCl), rotated for 4 min at r.t.p., and centrifuged for 1 minute at 1000g. This washing procedure was repeated 3 times with high salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl, 500 mM NaCl), 1 time with LiCl buffer (2 mM EDTA, 20 mM Tris–HCl pH 8.0, 0.25 M LiCl and 1% NP-40), and 2 times with 1 ml TE buffer (10 mM Tris–HCl pH8.0 and 1 mM EDTA). DNA from the IPs and Inputs were eluted using 250 ul of elution buffer (1% SDS, 100 mM NaHCO_3_).

Decrosslinking was done overnight at 65°C. 15 ul of 1 M Tris–HCl (pH 7.5), 2 ul Glycoblue and 2 ul Proteinase K were added to each sample and incubated at 65°C for 30 min. DNA was extracted using 750u l of phenol/chloroform/isoamyl. DNA was sent to Novogene for library preparation and sequencing.

### ChIP-seq data analysis

ChIP-seq analysis was done using the web-based Galaxy platform. Paired-end reads were mapped against the DM6 *Drosophila* melanogaster genomic database. Peak calls were done using the MACS2 callpeak tool with default parameters in Galaxy. Distribution of Jig binding sites relative to TSS was generated using the plotheatmap tool in Galaxy with a parameter range set to –3 and +3 kb from TSS (24).

Gene Ontology analysis was done with the String application using the Jig binding gene list (25). List of active and inactive genes during the L3 12 h stage was obtained from Flybase (14). These gene lists were compared with the list of Jig-bound genes using Excel to determine percent of Jig-bound genes that were active genes and inactive.

Human orthologs of Jig bound genes were obtained using DIOPT Ortholog Finder from Harvard Medical School (26). Human CREB target lists were obtained from the CREB transcription factor datasets collected by Harmonizome from Encode Transcription Factor Targets Database (27,28).

Raw data for *Drosophila* CrebA chip-seq were obtained from the Encode Database (28). These publicly available deposited data were generated from ChIP-seq on 3^rd^ instar *Drosophila* melanogaster larvae with anti-GFP antibody against CrebA-eGFP. CrebA binding site distribution, target profile and gene ontology data were generated using the same method as that used for Jig.

### JC-1 mitochondrial membrane potential assay

3rd instar *Drosophila* larvae at 6hrs stage were dissected in HL-3 buffer (70 mM NaCl, 5 mM KCl, 20 mM MgCl_2_, 10 mM NaHCO_3_, 115 mM sucrose and 5 nM HEPES, pH 7.2). JC-1 dye was added to HL-3 buffer at 1:800 dilution, and each dissected larva was incubated in the solution for 10 min. Samples were then washed for 5mins using HL-3 buffer twice and mounted for imaging. Samples were excited at wavelengths of 488 and 555 nm for green and red fluorescence, respectively (29).

### Electron microscopy

For ultrastructural analysis, the salivary glands were dissected, fixed in 2% formaldehyde/ 2% glutaraldehyde in 0.1 M cacodylate buffer pH 7.2, post-fixed in 1% OsO_4_, dehydrated in ethanol and propylenoxide, and embedded in EMbed-812 (EMS, Fort Washington, PA) in flat molds. After polymerization for 60 h at 65°C, 70nm sections were cut on a Leica Ultracut E microtome (Leica, Austria), placed on collodion/carbon-coated grids, and stained with 2% uranyl acetate/lead citrate. Sections were viewed on a Tecnai 12 transmission electron microscope (TEM) (FEI, Hillsboro, OR). For EM immunocytochemistry, samples were prepared according to Tokuyasu (1980) (30). In brief, the dissected salivary glands were fixed in 4% formaldehyde/0.2% glutaraldehyde in 0.1M PHEM (60 mM PIPES, 25 mM HEPES, 2 mM MgCl_2_, 10 mM EGTA, pH 6.9), cryo-protected in 2.3 M sucrose, mounted on aluminum pins, and frozen in liquid nitrogen. Thin frozen sections were then cut on a Leica EM UC6/FC6 cryo-microtome (Leica, Austria), collected on a drop of sucrose/methylcellulose mixture and placed on a formvar-carbon grid. The sections were labeled with primary antibody, and the label was subsequently visualized by colloidal gold conjugated to Protein A. Sections were stained/embedded in 2% methylcellulose/0.2% uranyl acetate and observed under a Tecnai 12 TEM.

### Co-immunoprecipitation assay

Lysates for immunoprecipitation were prepared as follows: 15 third-instar larvae were collected for each sample. They were put into Eppendorf tubes and rinsed 3 times with 1 ml of dist. water. 500 ul of ice-cold lysis buffer (10 mM Tris–HCl pH7.5, 150 mM NaCl, 1 mM EDTA, 0.2% NP40, 1% Triton X100, 0.1% SDS, 1% sodium deoxycholate, Complete™ protease inhibitors (Roche) and 0.1 mM Pefabloc SC (Fluka) were added to each tube, and larvae were homogenized by hand pestle homogenizer on ice. After 30min incubation on ice, samples were centrifuged at 14 500 RPM for 20 min (4°C). Supernatants were transferred to new Eppendorf tubes on ice. For one immunoprecipitation reaction, 500 mkl of total lysates were incubated with 25 ml Protein-G Sepharose 4B (Sigma #P3296-5ML) on a rotating platform for 1 h 30min at 4°C. Beads were removed by spinning 1 min at 2000g. An appropriate amount of antibody was added to the lysates, and the mixture was incubated 4hrs on a rotating platform at 4°C. The following antibodies were used for immunoprecipitation: anti-GFP (JL8). Then, 30 ul of Protein-G Sepharose 4B were added to the lysates and incubated overnight at 4°C with rotation. Beads were washed 4 times for 5 min in 1.0 ml of the lysis buffer. Bound proteins were eluted by 60 ml of 1× Laemli with heating at 95°C for 5min.

### Third instar larval staging

The start of L3 12 h is defined as the period right after molting into third instar from second instar. This period is ended by a mid-level ecdysone spike during the middle stage of *Drosophila* third instar larval development. This marks the start of puffing stage 1–2 at which time the third instar larvae start wandering out of the food. This time, the larvae have a dark blue gut. This is the mid-stage of third instar larval development. The latest portion of third instar larval development is puff stage 7–9 where different genes in *Drosophila* salivary glands become puffed. Larvae have clear guts at this point. This period is ended by a major ecdysone peak causing the larvae to form pre-pupae (31,32).

### RNA extraction followed by reverse transcriptase qPCR

This assay was performed in triplicate. Twenty third instar larvae were collected for three groups (siRNA Control, siRNA1 JIG and siRNA2 JIG). Total RNA was extracted from cells using the QIAshredder column and RNeasy kit (Qiagen). Contaminating genomic DNA was removed by the g-column provided in the kit. cDNA was obtained by reverse transcription using M-NLV reverse transcriptase (Invitrogen). Real-time PCR assays were run using SYBR Green master mix (Bio-Rad) and an Applied Biosystems StepOnePlusTM instrument. The amount of DNA was normalized using the difference in threshold cycle (CT) values (ΔCT) between rpL32 and Jig targets.

The quantitative real-time PCR (qPCR) primer sequences for Drosophila melanogaster ribosomal protein L32 gene (rpL32) were 5’-GCTAAGCTGTCGCAACAAAT-3’ (forward) and 5’-GAACTTCTTGAATCCGGTGGG-3’ (reverse).

Sequences for Jig targets were

- mt-CoI (Forward) GACTTCTACCTCCTGCTCTTTC
- mt-CoI (Reverse) CAGCGGATAGAGGTGGATAAAC
- mt-CoIII (Forward) TCTACACACTCAAATCACCCTTT
- mt-CoIII (Reverse) TATAGCTCCGATAGCTCCTGTT
- ccz1 (Forward) GAAGGCGAGGAACACAAGAAG
- ccz1 (Reverse) AGTCCCACATCTTTGATTTTCGT
- Cyt-c-d (Forward) TCTGGTGATGCAGAGAACGG
- Cyt-c-d (Reverse) CACTTCGTAGGTGTGGCACT
- Surf1 (Forward) AAAGATGACACAACAGCGACC
- Surf1 (Reverse) GGAACCATCCCAAAGGAGCTA
- ROS levels in third instar larvae tissues

To evaluated ROS levels we used MitoSOX™ Mitochondrial Superoxide Indicators, for live-cell imaging (Catalog number: M36006).

### NAD and NADH levels in third instar larvae tissues

We used the ScienCell Research Laboratories NAD/NADH assay (Cat. # 8368).

### Motif analysis

Find Individual Motif Occurrences (FIMO) (33) was used to determine the occurrence of CrebA consensus motif (34) at Jig binding sites within promoters (±1000 bp TSS) using a *P*-value threshold <0.001.

### Confocal imaging and quantification

Prepared slides were mounted on the Leica TCS SP8 confocal microscope stage and viewed under 63× optical lens. Using lasers, samples were excited at 488, 552 and 638 nm to detect fluorescence from GFP, CrebA and TOTO3 DNA stain respectively. The whole cell area was chosen, and the fluorescence was recorded using ImageJ. The nuclear area from samples were chosen and fluorescence was recorded. Fluorescence from the nucleus was subtracted from fluorescence recorded from the whole area to get the fluorescence coming from the cytoplasm.

To calculate the distribution of JIG and CREB proteins between the nucleus and cytoplasm, we stained dissected salivary glands with DNA marker TOTO3 and using the appropriate antibodies. Confocal images of the whole organs were taken on Leica DMI8 confocal system and then analyzed using QuPath 0.4.0 software (54). We utilized the deep-learning neural network StarDist trained to detect fluorescently labeled nuclei (55,56). Nuclei were detected in TOTO3 channel (633 laser), and fluorescence intensity was calculated for proteins (JIG and CREB) in 488 laser channel. We defined the cells as area 10mkm around each detected nucleus. The ratio in protein signal between the cytoplasm and nucleus was be calculated for the whole organ.

## RESULTS

### Jig encodes a 19kDA protein that controls *drosophila* development

The *Drosophila* Jig protein is encoded by a small intron less gene located in the third chromosome (Figure 1A, Supplemental Figure S2). Jig protein contains 158aa with a nuclear localization signal located at the C-terminus (Figure 1A, B, Supplemental Figure S1). The Swiss Model (35) and Phyre square software (36) predicted a 3D model of Jig protein with local protein folding similar to that of the ADPr-cyclase protein (Figure 1B). The modENCODE Tissue and Temporal Expression Project (37) data analysis demonstrates that Jig expression is limited to a very short developmental stage, 3rd instar larvae (Figure 1C), and that it is almost exclusively limited to precursors of adult tissues, imaginal disks, and larval salivary glands (Figure 1D). Previous genome-wide studies (38,39) reported that CG14850 protein product (Jig) potentially interact with nine *Drosophila* proteins, including transcriptional factor cyclic-amp response element binding protein A (CrebA), which is involved in nuclear genome regulation (40) (Figure 1E). Other Jig putative interactors include two other transcriptional factors called Longitudinals Lacking (LOLA) and X Box Binding Protein 1 (XBP1); two cytoskeleton-associated proteins called Dilute Class Unconventional Myosin (DIDUM) and CG5787; component of protein-degradation machinery, SKP1-related A (SKPA); cyclic nucleotide-binder, Leucine-Rich-Repeats and calponin homology domain protein (LRCH), as well as a component of phospholipid biosynthesis, bb in a Boxcar (BBC) (31).

Owing to its very small size, extensive search does not reveal any obvious homologs to Jig, other than in *Drosophila*e genomes. In the *Drosophila melanogaster* genome, Jig has nine paralogs (Figure 1F, Supplementary Figure S2), four of which are located on the same chromosomal locus (Figure 1A). Four paralogues, Jig, CG14851, CG8087 and CG13135, share almost all Jig protein features (Supplemental Figure S2A), including five conserved cysteines, suggesting that these proteins are either involved in protein-protein interactions via disulfide bounds or have Zn-finger-like structural domains.

To study functions and localization of Jig *in vivo*, we created a transgenic reporter construct by fusing the Jig with a C-terminal green fluorescent protein (GFP) tag under control of inducible UASt promoter (Figure 1A), and we generated transgenic flies expressing the fusion protein (Figure 1G). The Jig-GFP fusion does not change the phenotype of these flies. They are reproducing, healthy and viable. We also used knockdown transgenic constructs to produce two different nonoverlapping siRNAs. In our control experiment, the expression of these siRNAs effectively eliminated Jig-GFP protein expression (Figure 1G). The ubiquitous expression of these RNAi transgenes in wild-type *Drosophila* arrests the fly's development at early 3rd instar larval stage (Figure 1H), but does not cause immediate lethality. These observations indicate that Jig has a vital function during *Drosophila* development.

### Jig protein localizes to nuclear chromatin and mitochondria

To monitor the subcellular localization of Jig protein, we expressed the UAS-Jig-GFP transgenic reporter using ubiquitous GAL4 driver. An immunoblot analysis using a GFP antibody (αGFP) demonstrated that the transgene produces a single 46-kDa protein (Figure 1G). This expression is well tolerated by animals and has no effects on *Drosophila* development, viability, fertility or health. Confocal microscopy of dissected tissues of 12hrs third instar larvae expressing recombinant Jig-GFP identified Jig as a protein localized to both nucleus and cytoplasm. In the nucleus, one fraction is bound to chromatin and the other enriched in nucleoli (Figure 2A and Supplemental Figure S3). Coexpression of Jig-GFP with mitochondrial protein TIM17b-DsRed (15) (Figure 2B) and co-staining with mitotracker reagent (Figure 2C) showed that those cytoplasmic organelles where Jig localizes are mitochondria. The analysis of Jig protein binding to chromatin using immunostaining of larval polytene chromosomes squash demonstrated that Jig binds to approximately 200 loci in the euchromatic portion of *Drosophila* genome (Figure 2D).

**Figure 2.**
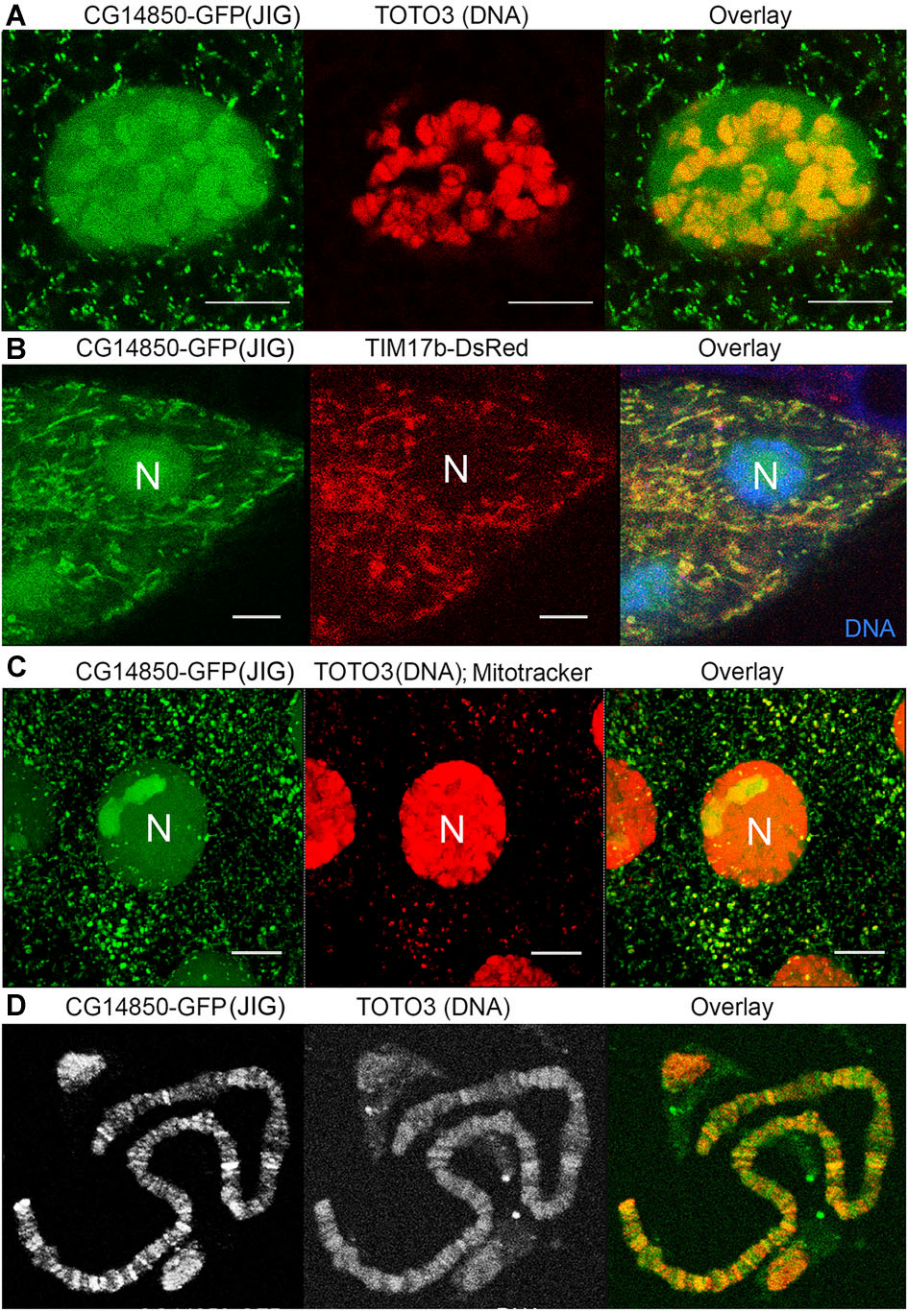
Jig protein localizes to mitochondria and nuclear chromatin in *Drosophila* third instar larvae cells. (**A**) Jig protein has a dual nuclear-cytoplasmic localization. Jig-GFP (Green) transgene was expressed using 69B-GAL4 driver in wild-type 12 h third instar larvae. A single salivary gland cell is shown. DNA was detected using TOTO3 (red) dye staining. (**B**) Jig protein is localized to mitochondria. Third instar larval salivary glands expressing Jig-GFP (green) and mitochondrial protein TIM17B-DsRed (15) (red) were stained with TOTO3 (Blue) to stain nuclear chromatin. (**C**) Jig protein is localized to mitochondria. Third instar larval salivary glands expressing Jig-GFP (Green) were stained with mitotracker568 (red) to detect mitochondria and TOTO3 (red) to stain nuclear chromatin. (**D**) Jig protein binds to nuclear chromatin. Salivary glands were dissected from third instar larvae expressing Jig-GFP, squashed and stained with anti-GFP antibody (Red); DNA was detected using TOTO3 dye (Green). N – nucleus. Scale bars, 15 μm.

We found that intracellular distribution of Jig protein changes during third instar larval development (Figure 3). Intrinsic Jig is only expressed from L3 12 h stage to prepupae stage, so we tested only this period. Based on quantification of confocal microscopy pictures, by stage L3 12 h, 73% of the total Jig-GFP had accumulated in mitochondria, while 27% had bound to nuclear chromatin and nucleoli (Figure 3A). By L3 PfSt 1–2, the distribution had changed to 56% in mitochondria and 44% in nuclei (Figure 3B). Aside from binding to chromatin and nucleoli, at this later stage in development, Jig also accumulates in extra-chromosomal bodies (Figure 3B, arrowheads). By stage L3 PfSt 7–9, 94% of Jig-GFP has already translocated to nuclei, has been excluded from chromatin and nucleoli, and is now primarily localized to extra-chromosomal bodies (Figure 3C). Analysis of confocal microscopy images confirmed the progressive re-localization of Jig protein from mitochondria into nucleoplasm during third instar larval development (Figure 3D). Taken together, these data strongly suggest that Jig protein may play some role in nuclear-mitochondrial communication and likely coordinates nuclear and mitochondrial functions.

**Figure 3.**
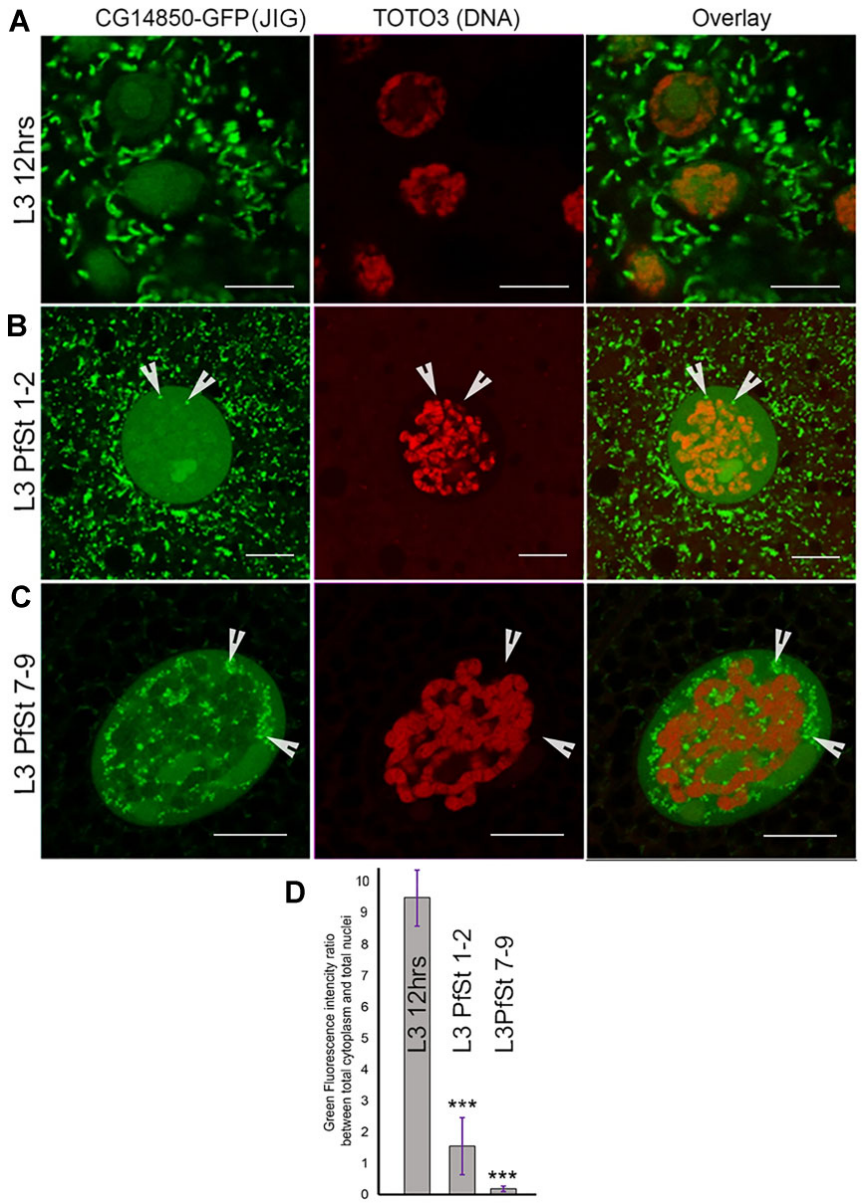
Jig protein localization changes during late third instar larval stages. (**A**) Jig-GFP protein localizes to mitochondria and in nuclear chromatin during early third instar larvae stage. (**B**) Jig-GFP starts to accumulate in extrachromosomal nuclear particles (arrowheads) by the puff stage in 1–2 third instar larvae. (**C**) Jig-GFP is mostly lost from mitochondria and chromatin and enriched in extrachromosomal nuclear particles (arrowheads) by puff stages 7–9 (37). (**D**) Jig protein relocalizes from mitochondria to nucleoplasm during third instar larvae development. Quantification of the ratio between the intensity of total cytoplasm and total nucleoplasm fluorescence was calculated for the L3 12 h, L3 PfSt 1–2 and L3 PfSt 7–9 samples. Experiments were performed in 10 biological replicates with mean ± the standard error of the mean graphed for the distinct L3 stages. ‘N’ marks nuclei. *** *P*-value ≤ 0.05. Scale bars, 15 μm.

### Jig protein is required for mitochondria

To test whether Jig plays any role in mitochondrial stability and/or survival, we first analyzed if mitochondrial morphology is affected in absence of Jig using transmission electron microscopy (Figure 4A). Tissues from the animals expressing control siRNA and siRNA against Jig were dissected from L3 12hrs stage larvae and compared in respect to mitochondrial morphology. Strikingly, typical mitochondria (Figure 4A, left) were scarce in Jig knockdowns (Figure 4A, right). Instead, we observed a large number of small mitochondria (Figure 4A, arrowheads), as well as mitochondria with an abnormal phenotype that retained residual cristae inside (Figure 4A, arrow). Although the morphology of mitochondria is significantly disrupted the functions of mitochondria seems to be not affected (Supplemental Figure S4).

**Figure 4.**
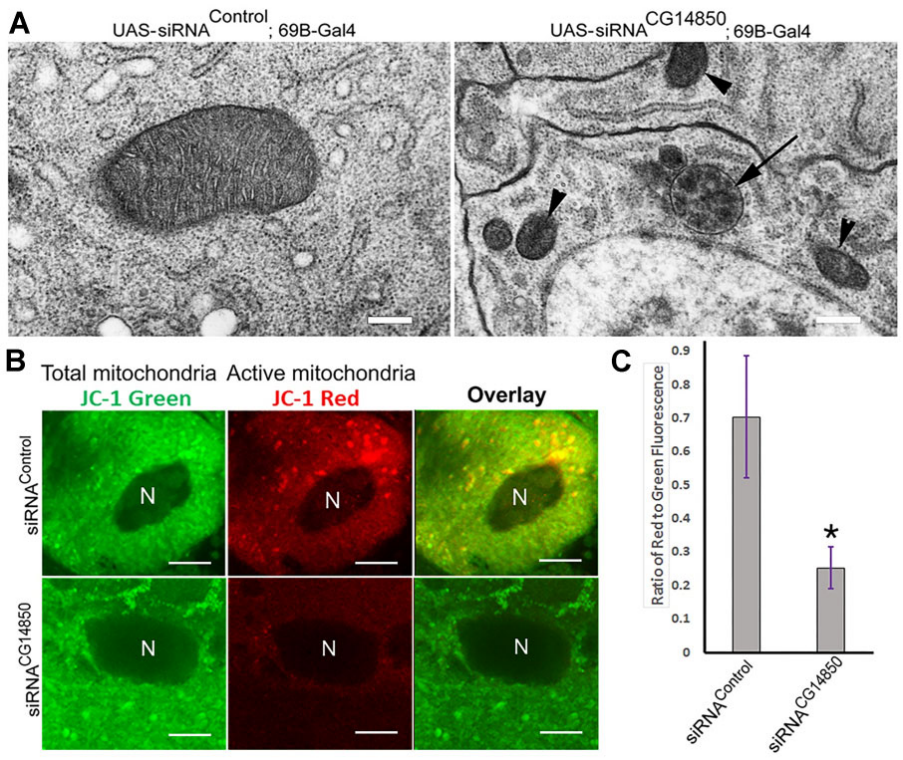
Jig protein is required for mitochondria functions and morphology. (**A**) Mitochondrial morphology is affected in Jig knockdowns. siRNA transgenic constructs against Jig (right panel) or control siRNA (left panel) were expressed using 69B-Gal4 drivers in wild-type flies. Salivary glands were dissected and subjected to transmission electron microscopy analysis. Arrowheads indicate abnormally small mitochondria in *Jig* knockdowns. The arrow indicates abnormal mitochondria with cristae inside. The white bar corresponds to 2 μm. (**B**, **C**) Mutating Jig disrupts mitochondrial function based on the JC-1 mitochondrial membrane potential assay. siRNA transgenic constructs against Jig or control siRNA were expressed using 69B-Gal4 drivers in wild-type flies. Salivary glands were dissected and stained alive with JC-1 which stains all mitochondria green, while staining the physiologically active mitochondria red (B); then the ratio (C) between the intensity of green and red fluorescence was calculated for the control and experimental samples. Experiments were performed in three biological replicates with the mean and standard error of the mean graphed. ‘N’ marks nuclei. * *P*-value ≤ 0.05. Scale bars, 15 μm.

To test whether Jig-knockdown mitochondria are still metabolically active, we employed the JC-1 mitochondrial membrane potential assay (29), which is used to quantify the fraction of active mitochondria in the cell using confocal microscopy. JC-1 is a fluorescent dye that exists as green-emitting monomers in solution, but these monomers can reversibly aggregate in mitochondria with high membrane potential, forming red-emitting complexes and thus highlighting healthy organelles. Data presented in Figure 4B, C clearly demonstrate that knocking Jig down severely diminishes the active mitochondrial fraction. This last observation strongly supports our hypothesis that Jig plays an important role in supporting normal mitochondrial metabolism.

### Jig protein is a component of CREB protein complex

CREB protein complex plays important roles in mitochondrial and nuclear transcription (11,41). Two independent groups reported that *Drosophila* CrebA protein interacted with Jig in yeast two-hybrid (38,39). To confirm the functional interaction of Jig with CREB protein complex in the cell, we first tested if these proteins colocalized *in vivo* using immunostaining. First, we confirmed that *Drosophila* CrebA protein localizes to the nuclei and mitochondria (Supplemental Figure S5). To determine if Jig and CrebA colocalize in *Drosophila* chromatin we performed immunostaining of larval polytene chromosomes squash for CrebA and Jig-GFP. Notably, almost 100% of CrebA-positive sites were also occupied by Jig (Figure 5A) (Supplemental Figures S6 and S7). Co-immunoprecipitation shows that Jig directly interacts with CrebA protein (Figure 5B). Nuclear localization of CrebA protein, which is normally detected in wild-type *Drosophila* tissues (Supplemental Figure S5), is severely diminished in Jig knockdowns (Figure 5C, D). In addition, the localization of CerbA protein at the chromatin is severely impaired in Jig knockdown (Supplemental Figure S8). This data strongly suggests that Jig is required for CrebA localization at the nucleoplasm.

**Figure 5.**
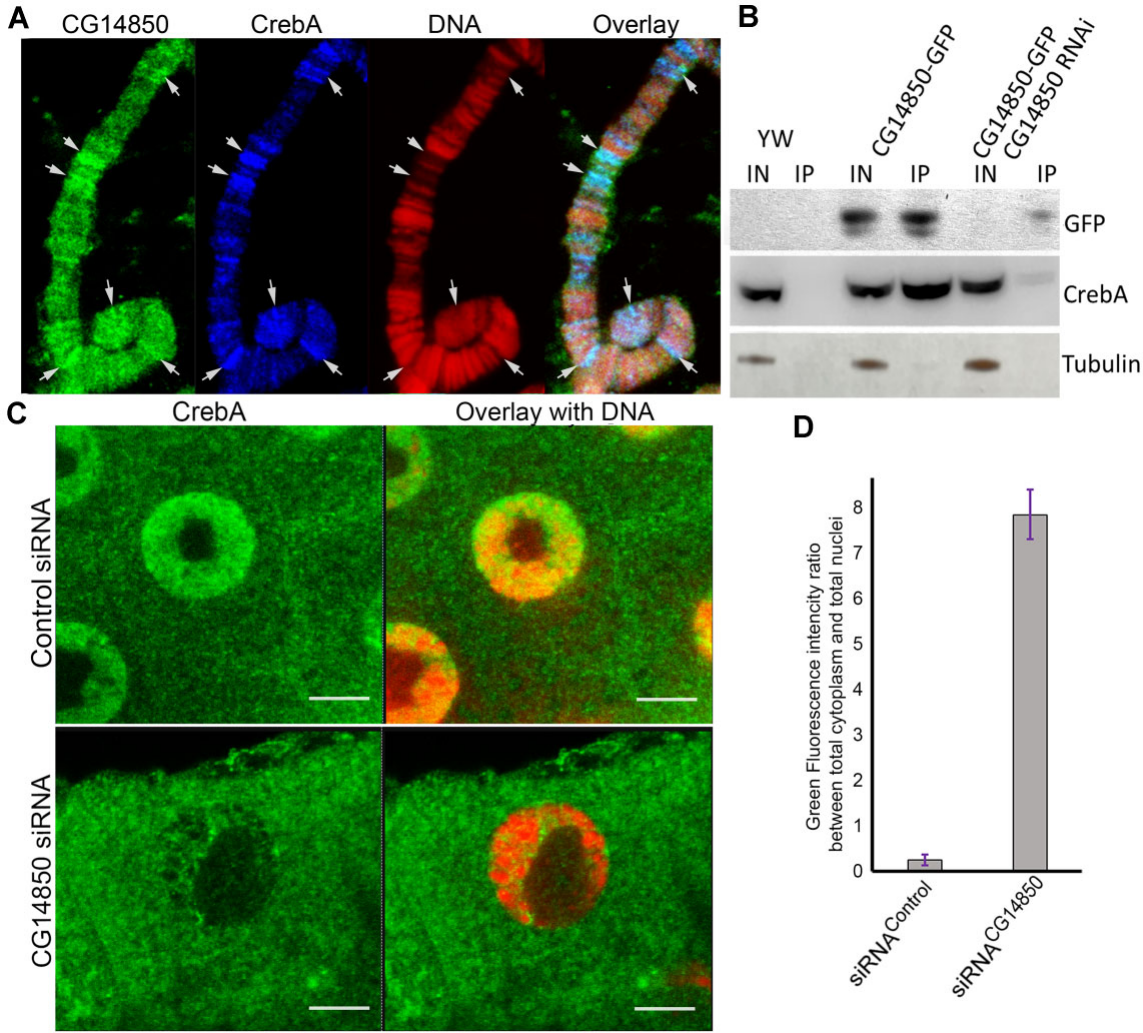
Jig protein controls CrebA complex localization in nuclei. (**A**) Jig and CrebA proteins are colocalized in chromatin. Salivary glands of *Drosophila* larvae expressing Jig-GFP were dissected from third instar larvae, squashed and stained with monoclonal anti-GFP (green) and polyclonal anti-CrebA (red) antibodies; DNA was detected using TOTO3 (blue). Arrows indicate sites of obvious colocalization of Jig and CrebA in polytene chromosomes. (**B**) Jig protein interacts with CrebA in *Drosophila*. Immunoprecipitation assays using monoclonal anti-GFP antibody. *Drosophila* stocks expressing Jig-GFP or coexpressing Jig-GFP and Jig siRNA were used. Wild-type (WT) *Drosophila* stock was used as a control. To detect protein on Western blots, the following antibodies were used: rabbit anti-CrebA; rabbit anti-GFP (to detect Jig-GFP); rabbit anti-Tubulin. (**C**, **D**) Jig protein is required for CrebA complex delivery to nuclei. siRNA transgenic constructs against Jig (right panel) or control siRNA (left panel) were expressed using 69B-Gal4 drivers in wild-type flies. Salivary glands were dissected from third instar larvae L3 12 h stage and subjected to immunostaining using anti-CrebA antibody (green). DNA was stained using TOTO3 dye (red). The ratio (D) between the green fluorescence intensity in total cytoplasm and total nuclei was calculated for the control and experimental samples. Experiments were performed in three biological replicates. 5–10 cells were analyzed in each experiment. *** *P*-value ≤ 0.05. Scale bars, 15 μm.

### Jig protein together with CrebA binds promoters in nuclear and mitochondrial genomes

To determine the exact genomic distribution of Jig protein in *Drosophila* larvae, we performed ChIP-seq assays with anti-GFP antibody. 

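ChIP-seq with an antibody against green fluorescent protein (GFP) was done on chromatin of whole larvae at the 12 h stage of the last instar, with 3 samples of larvae expressing JIG-GFP and 3 samples of wild-type larvae. JIG-GFP is Jig with GFP fused to its C-terminus. The antibody recovers DNA bound by the fusion protein in JIG-GFP larvae, and in wild-type larvae, which carry no GFP, it recovers background only. The authors mapped paired-end reads to the dm6 assembly in Galaxy and called peaks with MACS2 version 2.1.1. Their deposited peak list is a single call on pooled samples, with the 3 JIG-GFP libraries together as treatment and the 3 wild-type libraries together as control. The depth of each sample is therefore unknown. The JIG-GFP pool held 42962439 fragments and the wild-type pool 42368878, of which 42358424 and 41819151 were left after at most 1 fragment per position had been kept. MACS2 scaled the larger pool to the smaller. The fragment size was 262 bp. For each site the authors' deposited peak list gives its start, end and summit, the pileup (the number of JIG-GFP fragments over the summit), the fold enrichment of the pileup over the local wild-type background, and −log10 of a Poisson p-value and of its q-value, with q below 0.05 for every site. These scores are the authors', and served only to describe, rank and filter sites within the list. The local background is the largest of the genome-wide mean and the means over nearby windows of up to 10000 bp, so that no site can have a background below 97.3 fragments. At the median background of 108 fragments, counting error alone has an SD of 9.61%. Because the samples were pooled before the call, the p-values hold no spread between larvae samples, and no SD between the 3 samples of a group can be given. A difference in DNA copy number between the JIG-GFP and wild-type larvae enters the fold enrichment in the same way as binding. Starting from this list, sites were placed on the genes and transposons of the Ensembl release 115 annotation of BDGP6, the assembly that dm6 names. Distances were measured from the summit to the nearest transcriptional start site (TSS) of any annotated transcript. Positions of sites were compared with 10000 random placements of the same lengths on the same chromosomes, outside runs of undetermined bases, or with fewer placements where their number is given.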

We performed ChIP-seq with wild-type *Drosophila* as a background control. Analysis of Jig occupancy in the nuclear genome identified two groups of Jig binding sites: unique and repetitive genomic sequences (transposons), suggesting that Jig plays a role in the transcriptional regulation of both unique loci and repetitive DNA. 

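The authors' deposited peak list holds 1938 sites, of which 1931 lie on nuclear chromosomes and 7 on the mitochondrial genome. The sites had a median length of 363 bp, from 262 to 5667 bp. The fold enrichment of the nuclear sites over wild type had a median of 1.47, with quartiles at 1.39 and 1.61 and a range from 1.24 to 13.8, and it reached at least 2 at 184 sites (9.53%). With the cutoff on q lowered to 1e-05, 582 sites were left, 575 of them nuclear. Chromosome arms 2L, 2R, 3L and 3R had 504, 438, 430 and 423 sites, chromosome 4 had 49, X had 77 and Y had 10. From the length of known sequence, 331 sites would fall on 2L, 356 on 2R, 394 on 3L, 452 on 3R, 18.8 on chromosome 4, 331 on X and 48.0 on Y. The counts departed from these numbers by more than chance (chi-square 387, p = 1e-04, the smallest that 10000 simulated multinomial draws can give). On X the ratio of sites to the number predicted was 0.233 in the full list and 0.741 at a q below 1e-05. At a fold of at least 2 it was 1.46, an excess. The site with the highest fold enrichment and the lowest q lay on X from 8293807 to 8294699, in an annotated hobo transposon within an intron of nAChRalpha3, with a pileup of 1356 and a fold of 13.8. An intergenic site on 2R from 25268695 to 25269733, 14004 bp from the TSS of CG9380, had a pileup of 1133 and a fold of 11.5. A site on X from 2795964 to 2796832 over the TSS and 5′ UTR of white (w) had a fold of 9.61. An intergenic site on 2L from 23332070 to 23332895, with CR42530 as the nearest gene, had a fold of 8.96. A site on X from 21713366 to 21714068, in an intron of lncRNA:flam and over Stalker4 and G6 elements, had a fold of 8.55. The 5 most significant sites were the first 4 of these and a site on X from 2789962 to 2793274, over the coding exons of white, with a pileup of 1490 and a fold of 6.12. Together both sites at white covered 100% of its exon bases and 13.5% of its first intron.

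**Figure D1:**
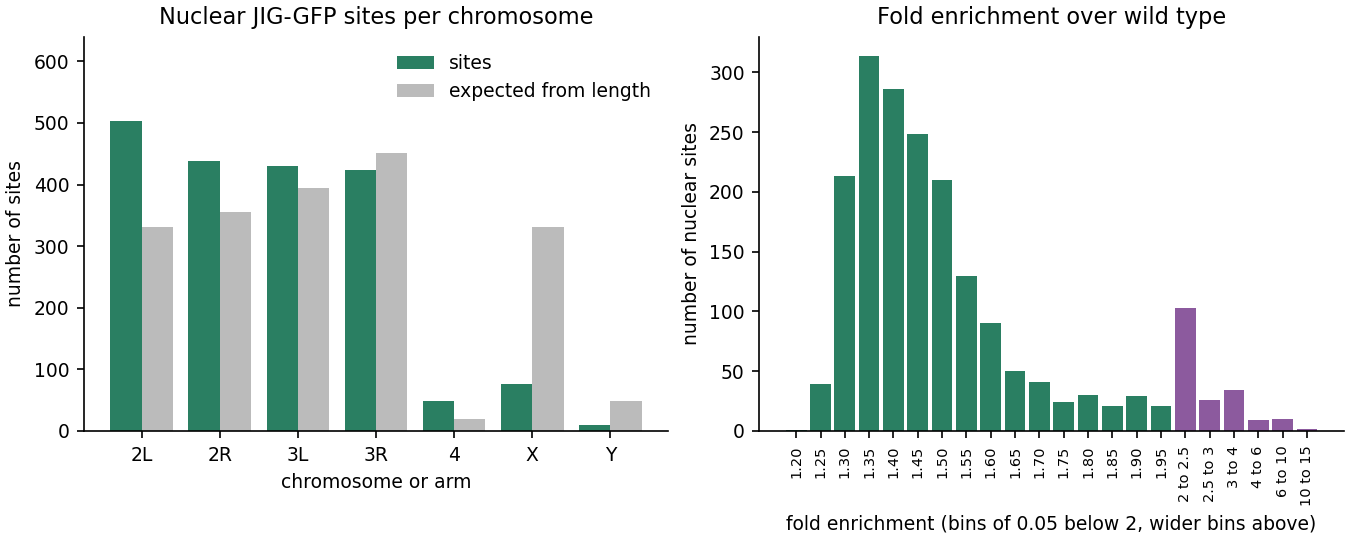
Left, number of nuclear sites per chromosome or arm (green) beside the number that its length of known sequence predicts (grey); X has 77 sites where 331 are predicted. Right, number of nuclear sites by fold enrichment of pooled JIG-GFP over pooled wild type, in bins of 0.05 below a fold of 2 (green, labelled by their lower edge) and in wider bins above it (purple).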

We identified 1476 Jig binding sites, among which 1469 are in the nucleus and 7 in the mitochondria. We identified 461 sites that Jig bound to be in repetitive regions. 

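Of the nuclear sites, 145 (7.51%) shared at least 1 bp with an annotated transposon. Random placements gave 155 ± 11.6 (SD over placements), and the count did not differ from them (two-sided permutation p = 0.424). The summit lay in a transposon at 123 sites, where random placements gave 123 as well, and 91 sites had at least 50% of their bases in soft-masked sequence of the reference, fewer than the 154 of random placements (p = 2e-04, two-sided, the smallest that these permutations can give). Stronger sites lay in transposons more often than at random. At a q below 1e-05, 96 sites (16.7%) did, against 50.8 at random, and at a fold of at least 2, 55 sites (29.9%) did, against 18.1 at random (p = 2e-04 for both, two-sided permutation test). The median fold enrichment was 1.81 at sites in transposons and 1.46 at other nuclear sites, a difference of 0.348 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest they can give). With each site given to the family it overlapped most, INE-1 elements had 18 sites, R1A1 elements 13, and Cr1a and HeT-A elements 6 each. The annotated length of these families would give 8.61, 0.858, 3.80 and 1.09 of the sites in transposons. Reads of a repeated element can be placed on any of its copies, so a site at 1 annotated copy stands for the family as the authors' alignment distributed it. The paper names no filter on reads, and the random placements do not model how well reads can be placed in repeats. A difference in copies of an element between the JIG-GFP and wild-type larvae would also raise the fold of its sites, and cannot be told apart from binding. From the presence of sites in both unique and repetitive sequence, the paper proposes that Jig has a role in transcription at both.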

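Among the nuclear sites of the peak list, 426 (22.1%) had their summit within 1000 bp of a TSS. Random placements gave 23.9% ± 0.975 (SD over placements), and the share did not differ from them (two-sided permutation p = 0.0626). It fell below random with protein-coding genes only (17.8% against 20.3%, permutation p = 0.007) and from the midpoint of the site (21.6% against 23.9%, permutation p = 0.024). Placements matched on GC content gave 25.0%, more than the sites had (two-sided permutation p = 0.002). Within 500 or 3000 bp, for any base of the site and for the most upstream TSS, the share did not differ from random placements. Within 5000 bp of a TSS lay 1171 sites (60.6%), against 60.4% at random. The median distance of a summit from the nearest TSS was 3236 bp, and 3290 ± 150 bp (SD) in random placements (p = 0.739, two-sided permutation test). Relative to random placement, the largest change came with the sites of a fold of at least 2, of which 11.4% lay within 1000 bp of a TSS, against 23.3% at random (p = 2e-04, two-sided permutation test). Leaving out sites in annotated transposons gave 23.6%, against 23.9% at random (p = 0.753, two-sided permutation test). Summits lay in exons at 29.3% of sites, in introns at 34.5% and between genes at 36.2%, and random placements gave 26.8%, 41.6% and 31.6%. All 3 differences were larger than chance (two-sided permutation tests with 1000 placements, Benjamini-Hochberg adjusted over the 3 locations, p = 0.026 for exons and 0.003 for the others, which before adjustment had the smallest p these placements can give). The placements for these locations were not matched on GC content, whose mean was 46.6% at the sites and 42.0% in random placements. The differences in location therefore cannot be told apart from an effect of base composition. The median fold enrichment was 1.45 at promoter sites and 1.48 at other nuclear sites, lower at promoters by more than chance (permutation test with 100000 resamples, two-sided p = 0.00378). The paper bases its statement on promoters on a heatmap of ChIP-seq signal (Figure 6A) and on a heatmap of sites around the TSS, as a log ratio to the control (Supplemental Figure S9). Signal along the genome was not analysed here.

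**Figure D2:**
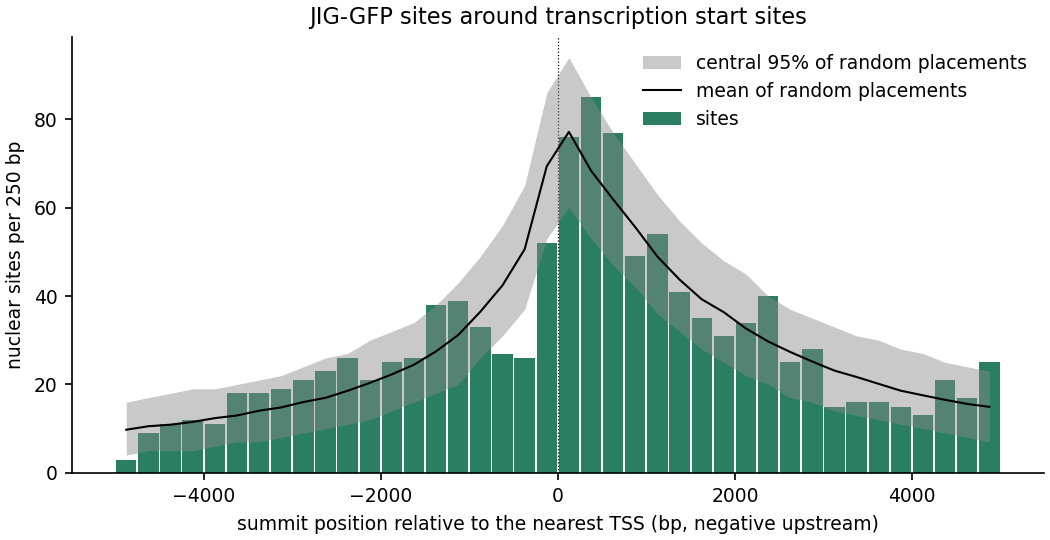
Number of nuclear sites per 250 bp (green bars) by position of the summit relative to the nearest TSS, in bp, with upstream positions negative. The black line is the mean of 1000 random placements and the grey band holds their central 95%; both sites and random placements peak just downstream of the TSS.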

Similar to CrebA, Jig bounds mostly to the promoter region near the transcriptional start sites (TSSs) (Figure 6A, Supplemental Figure S9) suggesting that Jig, together with CrebA, is involved in regulation of gene expression. Jig and CrebA binding profile on genomic regions ranging from highly active to silent genes is also the same and they both bound mostly to active genes (Figure 6B). 

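The 7 sites on the mitochondrial genome, a circle of 19524 bp, covered 6906 bp of it (35.4%), and 46.3% when the A+T-rich control region, which held no site, was left out. The strongest ran from 1378 to 3007 over mt:CoI, with its summit at 1874, a pileup of 1764, a fold enrichment of 1.78 and a −log10 q of 105. The site from 11949 to 13457 over mt:ND1 and mt:lrRNA had a fold of 1.52, and the site from 14086 to 14628 over mt:srRNA had a fold of 1.51 at the lowest pileup, 520. Sites from 3348 to 3829 over mt:CoII, from 7158 to 7645 in mt:ND5 and from 4428 to 5768 over mt:ATPase6, mt:CoIII and mt:ND3 had folds of 1.45, 1.43 and 1.37. The weakest, from 10640 to 11552 in mt:Cyt-b, had a fold of 1.27 and a −log10 q of 8.66. All 7 had a q below 1e-05, and none reached a fold of 2. Of the 15 protein-coding and rRNA genes, 10 had at least 1 base in a site, and mt:ND2, mt:ATPase8, mt:ND4, mt:ND4L and mt:ND6 had none. The median fold of the mitochondrial sites, 1.45, lay close to the 1.47 of nuclear sites, while their pileups had a median of 1009 fragments against 163. Pileups rise with the number of DNA copies, so the higher pileups do not measure stronger binding. A difference in copies of the mitochondrial genome between the pools would enter these folds in the same way as binding, and the list cannot separate them. CrebA libraries and the signal along the mitochondrial genome, which the paper shows as tracks (Figure 6C), were not analysed here.

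**Figure D3:**
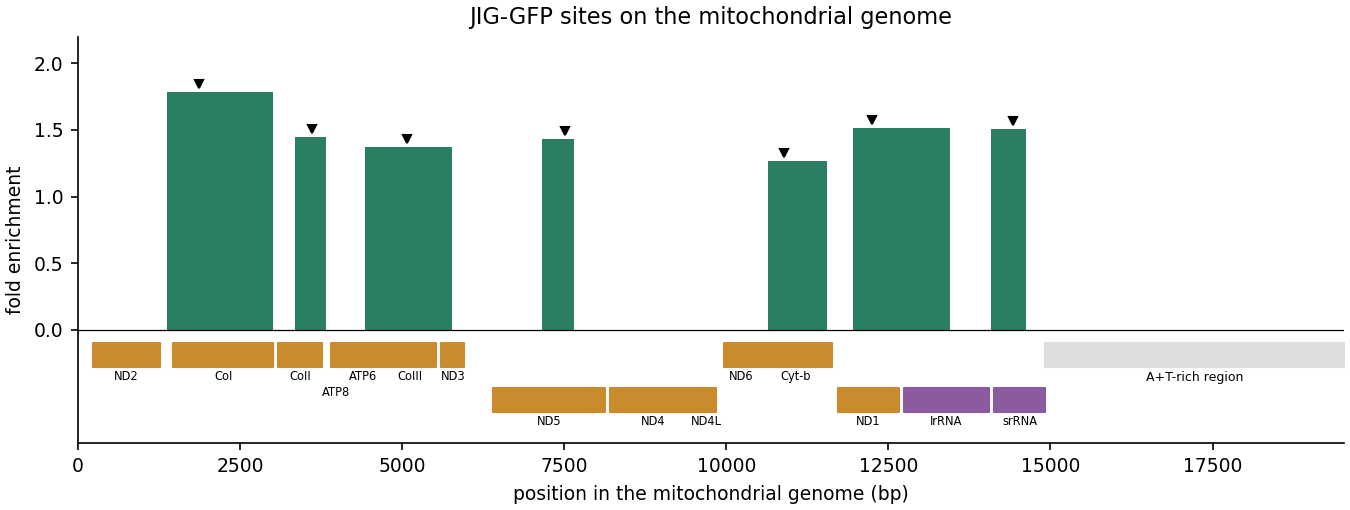
Fold enrichment (y axis) of the 7 mitochondrial sites, drawn from start to end along the mitochondrial genome in bp (x axis), with a triangle at each summit. Protein-coding genes (orange) and rRNA genes (purple) are drawn under the axis, the upper row on the plus strand and the lower row on the minus strand, with the A+T-rich region in light grey; the site over CoI is the highest at 1.78.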

We found Jig and CrebA proteins to be broadly bound along the mitochondrial genome and present an identical binding profile (Figure 6C). Finally, mutating JIG disrupts the expression of JIG-occupied loci (Supplemental Figure S10). These results suggest that Jig and CrebA bind together to the promoter region of common nuclear loci and to the mitochondrial genome.

**Figure 6.**
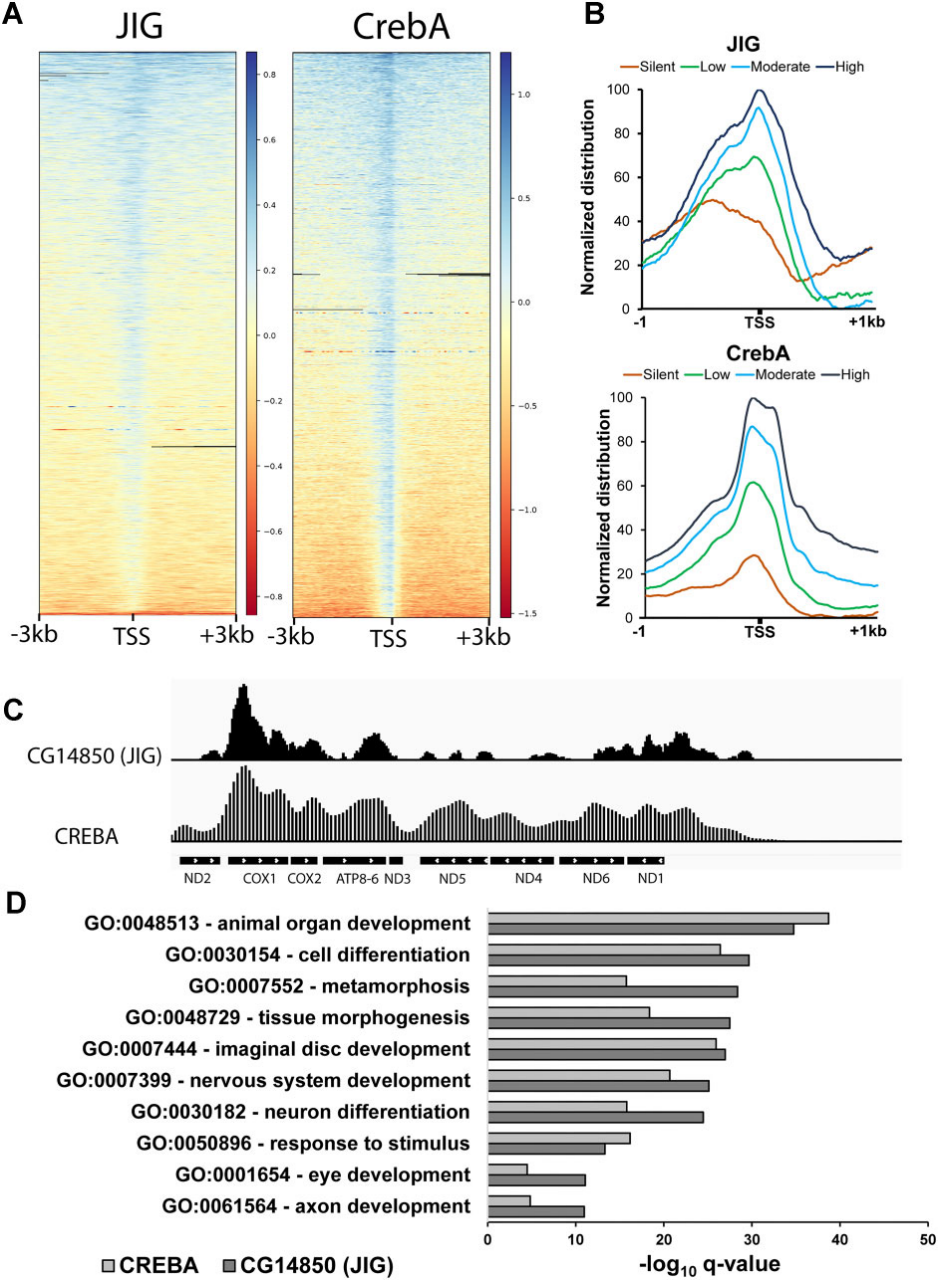
Jig and CrebA are colocalized in the mitochondrial and nuclear genome at the TSS of active genes. (**A**) Heatmap showing ChIP-seq signals of Jig and CrebA. Jig and CrebA are mostly bound to the TSS across the genome. (**B**) Metagene plot of ChIP-seq signals of Jig and CrebA across promoters based on expression quartiles from WT third-instar larvae RNA-seq data (0–25% = silent; 25–50% = low; 50–75% = moderate; 75–100% = High). (**C**) pyGenomeTracks showing the distribution of Jig and CrebA across the mitochondrial genome. (**D**) Most overrepresented gene ontology terms among Jig or CrebA target genes. X-axis corresponds to the FDR-adjusted *P*-value (*q*-value) for each term. Overrepresented gene ontology terms are involved in development, morphology and differentiation.

Next, we investigated the functions of Jig and CrebA target genes. Jig bound to within –5 and +5 kb of 966 genes. 

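In the peak list, 1178 of the sites, nuclear and mitochondrial together, had a TSS within 5000 bp of their summit. Every gene with a TSS in that range was counted, which gave 2392 genes, 2354 nuclear and 38 mitochondrial, or 13.1% of the 18315 annotated genes, and 1793 of the 2392 are protein-coding. The mitochondrial count follows from the rule, because 5000 bp on both sides of a summit is a long reach on a genome of 19524 bp. It takes in genes without a base in a site, such as mt:ND2 and mt:ND4. A site had a median of 1 gene in range and at most 29. Nuclear sites placed at random had 2602 ± 78.1 genes in range (SD over 200 random placements), more than the sites had (two-sided permutation p = 0.00995, the smallest that 200 placements can give). The rule that assigns sites to genes moved the count most among choices on genes. With only the nearest gene of each site counted, 1029 genes were found, and 993 when sites in annotated transposons were also left out. With distance measured to the gene body in place of the TSS, 3006 genes were found. Among the nuclear genes the paper names, the Jig paralog CG13135 had the site of highest fold enrichment, 4.20, which covers its coding sequence up to the stop codon. Surf1 had a site in its coding sequence on 3L from 6959238 to 6959580, with a fold of 1.37, and CG4297 and Lrch had intronic sites with folds of 1.53 and 1.32. The paralogs CG11300 and CG12491 lay 386 and 1656 bp from a site with a fold of 1.33, and CG5787 lay 3805 bp from a site with a fold of 1.37. No site lay within 5 kb of Jig (CG14850), its paralogs CG14851, CG8087, CG14852, CG14421 and CG16953, or CrebA, lola, Xbp1, didum, SkpA and bbc.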

Seventy percent (678) of these genes are active during the first 12 h of third instar larval development (37). Interestingly, the Human orthologs of 74.5% of Jig target genes are reported to be CREB targets (27,28). To determine if Jig and CrebA target genes share similar functions we compared gene ontology (GO) of Jig and CrebA target genes. We found that the most enriched functions are common for both Jig and CrebA targets (Figure 6D). These functions belong to three main categories, development, morphogenesis and differentiation, suggesting that Jig and CrebA regulate the expression of developmental genes (25). Finally, several CrebA binding motifs have been identified that all share a similar central sequence of ‘CCACGTC’ (34,40,42). Notably, this motif is present at 69% of Jig-occupied promoters. Collectively, our findings suggest that Jig together with CrebA play a major role in *Drosophila* development through gene transcriptional regulation in both nuclear and mitochondrial genome.

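CrebA is a basic leucine zipper protein, and CCACGTC holds the ACGT core of such sites. The exact word CCACGTC, on either strand, was present between start and end of 22 of the 426 promoter sites (5.16%, Wilson 95% interval 3.43% to 7.70%), whose median length was 360.5 bp. In 1000 random sets of windows at promoters without a site, matched for length and distance to the TSS, it was present in 3.67% ± 0.941 (SD over sets), and the sites did not exceed them by more than chance (one-sided permutation p = 0.0759). Among the 210 words made of the same 7 letters, 68 were present in a higher share of the promoter sites, and the median word was present in 4.23%. The number of mismatches allowed moved the share most. With at most 1 mismatch the word was present in 59.9% of promoter sites, against 51.5% ± 2.32 of the matched windows (one-sided permutation p = 1e-03, the smallest that 1000 sets can give). The shorter word CACGTC was present in 13.4%, against 10.2% ± 1.42 (permutation p = 0.021). The windows were not matched on GC content, so these excesses cannot be told apart from an effect of base composition. Over the whole promoter, 1000 bp on both sides of the TSS, CCACGTC was present in 13.6%, against 14.7% ± 1.67 (permutation p = 0.763). The paper's search used FIMO with a consensus motif of CrebA, whose matrix of base weights was not used here.

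**Figure D4:**
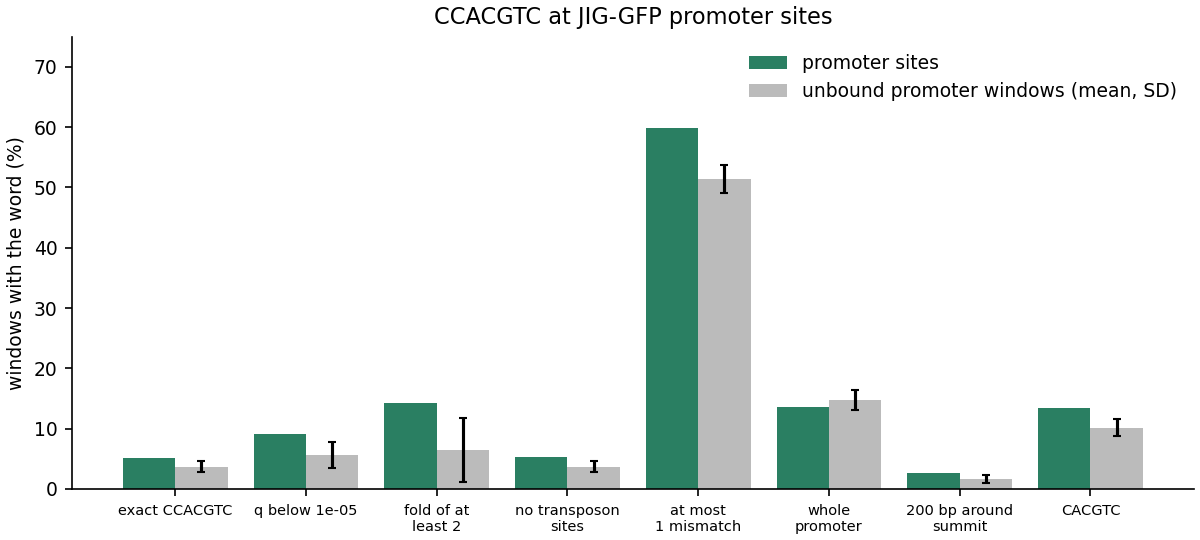
Share of promoter sites that hold CCACGTC (green, y axis in %) and share of matched windows at unbound promoters (grey, mean with SD over 1000 random sets), for the exact word and for each other choice on the x axis. With 1 mismatch allowed both shares rise above 50%.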

## DISCUSSION

In this study, we demonstrated that a protein with previously unknown function, which we termed as Jig, localizes to both mitochondria and nucleus, a rare phenomenon demonstrated by only a handful of proteins. As stated before, this type of dual-localized protein is often involved in the communication between mitochondria and nucleus, which is essential for cell survival. Mitochondrion sends signals to the nucleus to transcribe genes that will help to carry out its function and/or to help relieve stress. Similarly, nucleus can also send signals to mitochondria to transcribe genes that will help bring the cell to homeostasis, as needed (43,44). The importance of this nuclear-mitochondrial communication has led many to investigate proteins localized in both mitochondria and nucleus. However, this communication pathway is still not fully understood. When we identified the Jig protein and determined that it localized to both nuclear and mitochondrial compartments, it prompted a thorough investigation into this protein's potential function in mito-nuclear communication. Through ChIP sequencing and chromosome squash imaging, we showed that this protein not only has dual localization but also binds to the genomes of both nuclear and mitochondrial compartments.

The unique temporal and spatial expression pattern of Jig protein localization is specific to the third larval stage of *Drosophila melanogaster* development. Jig moves from mitochondria to nucleus from early to late third instar larval stage. The distribution of this protein is highest in the mitochondria at the earlier third larval stage and highest in the nucleus near the end of the third larval stage (Figure 3). Jig is vital for *Drosophila* development and its knockdown causes developmental arrest in *Drosophila* at third larval stage (Figure 1H). This developmental stage (larva L3 12 h) at which this arrest occurs coincides with the exclusive developmental stage at which Jig is expressed in wild type *Drosophila* (Figure 1C). Knocking down Jig disrupts normal mitochondrial shapes and sizes, leading to mitochondria with decreased membrane potential (Figure 4). We also showed that Jig does not function alone. It binds to *Drosophila* CREB. This protein has been a subject of immense study in mammals for understanding its role in nuclear and mitochondrial communication. Ever since the discovery of retrograde response genes (RTGs) in yeast that mediate mitochondria signaling to the nucleus, thus establishing a retrograde communication pathway with it, researchers have been trying to find equivalent genes in mammals. Instead, in mammals, they found that this function is served by several genes that establish a retrograde communication signaling pathway between mitochondria and the nucleus. CREB is one of these proteins (12).

Under steady state condition, CREB translocates to mitochondria (45,46). When a lot of changes are happening inside a cell, like during development, mitochondria send signal to nucleus through translocation of nuclear transcription factors like CREB to the nucleus to regulate genes (47). Here we showed that Jig protein binds to CREB and colocalizes with CREB in the nuclear chromatin, whereas Jig knockdown disrupts CREB localization into the nucleus (Figure 5C, D). When mitochondria need to communicate with the nucleus, the Jig protein ‘hooks’ CREB and facilitates its trafficking to the nucleus where CREB can bind to genes to regulate nuclear/mitochondrial functions. Thus, any dysfunction in mitochondria will lead to retrograde signaling carried by proteins like CREB to help return cells to homeostasis. Therefore, it is not surprising that knockdown of Jig prevents CREB accumulation in the nucleus and causes mitochondria to lose their functionality and become smaller and less active. These compromised mitochondria are energetically impaired by the loss of nuclear communication. This leads to eventual arrest of growth and lethality in Jig knockdown *Drosophila*.

Both Jig and CrebA bound to almost the whole mitochondrial genome in exactly the same pattern, suggesting a Jig-CrebA dependent regulation of these genes. These genes code for subunits of Oxidative phosphorylation pathway proteins (48). This explains why knockdown of Jig causes morphological and functional changes in mitochondria (Figure 4A–C). Interestingly, despite the morphology of mitochondria that is significantly disrupted, the functions of mitochondria do not seem affected (Supplemental Figure S4). This result could be explained by a global downregulation of metabolism during the third instar larvae to prepare metamorphosis (49–51), that could mask the effect of Jig on mitochondrial metabolism. Furthermore, we showed that Jig and CrebA bind together mostly to active genes (Figure 6B). These genes are mainly involved in developmental processes (Figure 6D). Developmental arrest during third instar larval stage that we observed when Jig function is disrupted could be due CrebA no longer being transported to the nucleus, leading to a misregulation of the expression of these developmental genes (Figures 1H, 6D). In parallel, we identified loci where Jig binds, while CrebA is absent. This result could reveal a second role of Jig in the regulation of gene expression that is CrebA-independent.

Even though it performs a vital function, Jig is only present in *Drosophila* during a specific developmental stage. We predict that this vital function is carried out by its paralogues (Figure 1F) when Jig is no longer present. Paralogues, such as CG11300, CG14852 and CG12491, are expressed in either the first larval or the embryonic stage too, potentially carrying out a function similar to that of Jig protein (14). Jig protein has a conserved region of 5 cysteines that are also present in a group of its paralogues: CG14851, CG13135 and CG8087 (Supplemental Figure S2). Interestingly, these are not the only proteins with these conserved cysteine groups since they are also found in the Arabidopsis plant species. This group of proteins is named as Plasmodesmata callose binding proteins (PDCBs) because they function in cell-cell trafficking by anchoring to the plasma membrane using the part of the structure that contains the 5-cysteine group (52). One possible interpretation of the structure/function relationship in the Jig protein is that the cysteine-based motif helps in anchoring CREB to DNA. Along with that feature, Jig has a strong positively charged Arginine region at its C-terminal end which helps it to localize to the nucleus. It is well known that CREB forms a complex with other proteins like CREB binding protein, ATF1, in the region of the gene it is going to transcribe (53). Because of its structure, our model suggests that Jig plays an anchoring role for this complex on the gene promoter.

Jig interacts with other TFs, such as LOLA and XBP1. LOLA is important for neural development of *Drosophila* during the embryonic stage (54). Its knockdown leads to problems with axonal growth causing lethality. XBP1 is involved in the unfolded protein response (UPR) pathway (55). It transcribes genes that can degrade and/or fold the unfolded proteins in endoplasmic reticulum. Jig also interacts with SKPA, another protein involved in protein degradation. SKPA degrades ubiquitin-tagged proteins (56). Interestingly, SKPA knockdown also causes lethality owing to motor dysfunction. The disappearance of Jig after third larval stage, together with its interaction with XBP1 and SKPA, suggests its potential degradation via the UPR pathway, or through ubiquitination and degradation by SKPA, after Jig is done delivering CREB to the nucleus and helping it to transcribe the necessary genes. Other interactors of Jig, such as ODA and DIDUM, are also vital for *Drosophila* development and, similar to Jig knockdown, knocking down any of them results in lethality before the end of larval stage (31). Interestingly, Jig interactors show a bias towards neural development. So, it is possible that Jig, along with its function to traffic and anchor CREB to nucleus, also functions in neural development pathways through its connection with its interactors and its critical role in metabolic homeostasis. This could be an interesting area of study for future research on Jig.

## DATA AVAILABILITY

Mutant strains and transgenic stocks are available upon request. The authors state that all data necessary to confirm the conclusions presented in the article are represented fully within the article. High throughput sequencing has been deposited in GEO under accession number GSE193786 (https://www.ncbi.nlm.nih.gov/geo/).

## Supplementary Material

gkad343_Supplemental_File Click here for additional data file.

# Supplementary material for: The Drosophila gene encoding JIG protein (CG14850) is critical for CrebA nuclear trafficking during development
**Source:** Nucleic Acids Res. 2023 May 5;51(11):5647–60. doi: 10.1093/nar/gkad343
**Supplement:** gkad343_Supplemental_File

## **SUPPLEMENTAL FIGURES**

### **The *Drosophila* gene encoding JIG protein (CG14850) is critical for CrebA nuclear trafficking during development**

Sayem H. Bhuiyan, Guillaume Bordet, Gbolahan Bamgbose and Alexei V. Tulin

Alexei V. Tulin, Ph.D.

Department of Biomedical Sciences

School of Medicine and Health Sciences

University of North Dakota

Grand Forks, ND 58202

**Running head:** Jig mediates nuclear-mitochondrial communication

**Keywords:** CG14850, CREB, Mitochondria, Nuclear chromatin, *Drosophila*

|     |                                                    |     |
|-----|----------------------------------------------------|-----|
| 1   | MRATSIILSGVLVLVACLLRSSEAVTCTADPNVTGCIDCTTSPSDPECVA | 50  |
| 51  | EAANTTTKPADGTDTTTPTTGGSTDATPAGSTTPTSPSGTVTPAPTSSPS | 100 |
| 101 | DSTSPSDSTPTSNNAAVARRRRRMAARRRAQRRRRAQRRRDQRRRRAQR  | 150 |
| 151 | RRRQNSG                                            | 158 |

**Supplemental Figure S1. Nuclear Localization Signal (NLS) is identified in Jig protein sequence using the NucPred software.** It shows that Jig has a strong positively-charged C-terminal end owing to repeats of many positively-charged amino acids.

**A. CG14850 (Jig) /CG14851/CG8087/CG13135:**

```
CG14850 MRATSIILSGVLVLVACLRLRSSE-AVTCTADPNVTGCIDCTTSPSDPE--CVAEAA-NTT-TK-----P
CG14851 MRAATIIF-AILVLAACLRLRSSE-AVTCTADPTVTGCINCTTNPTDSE--CVAEAAAA-TSTTTTVA-P
CG8087 MKATTILA-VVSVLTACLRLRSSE-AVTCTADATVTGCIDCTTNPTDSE--CVAEAAADTTSTT--VATP
CG13135 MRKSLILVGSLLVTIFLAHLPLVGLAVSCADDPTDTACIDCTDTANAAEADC-----TTTTAA P

CG14850 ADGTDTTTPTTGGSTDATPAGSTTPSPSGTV-----TPAP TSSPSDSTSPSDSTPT
CG14851 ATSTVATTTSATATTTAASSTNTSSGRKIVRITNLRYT NVRRIRVN--R----NG-SG----ST-T
CG8087 -TTT-ATTT--TAPTT--SSG-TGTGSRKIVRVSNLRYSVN-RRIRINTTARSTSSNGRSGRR--STNT
CG13135 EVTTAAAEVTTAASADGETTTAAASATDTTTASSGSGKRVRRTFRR--KV-----SR-P

CG14850 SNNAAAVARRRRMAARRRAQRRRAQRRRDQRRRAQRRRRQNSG
CG14851 VRN-----RRRRNN-SRRVNVRRANGNV-----IVVG
CG8087 NRN-----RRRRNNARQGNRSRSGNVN-----VVVG
CG13135 -RK----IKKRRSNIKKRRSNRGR-----NNRRSQNSG
```

**B. CG14850 (Jig) /CG14852:**

```
CG14850 MRATSIILS-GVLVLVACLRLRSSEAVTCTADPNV--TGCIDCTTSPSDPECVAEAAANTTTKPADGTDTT
CG14852 MRTTLLSLGLLVL--C--FSSYSF-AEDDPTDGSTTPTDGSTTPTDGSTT--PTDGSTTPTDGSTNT-

CG14850 TPTTGGSTDATPA-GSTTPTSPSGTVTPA-PTSSPSD-STSPSDSTPTS-----
CG14852 -PTDGSTT--PTDGSTTPTDGS--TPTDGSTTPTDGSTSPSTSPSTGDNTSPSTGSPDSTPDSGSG

CG14850 -----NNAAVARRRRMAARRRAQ--RRRAQ--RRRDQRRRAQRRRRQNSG
CG14852 SNNNGNNKRRN-RRRRRQ--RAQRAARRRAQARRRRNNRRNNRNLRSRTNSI
```

**C. CG14850 (Jig) /CG11300:**

```
CG14850 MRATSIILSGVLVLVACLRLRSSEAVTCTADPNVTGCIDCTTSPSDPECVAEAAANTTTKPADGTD---T
CG11300 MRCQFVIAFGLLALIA-----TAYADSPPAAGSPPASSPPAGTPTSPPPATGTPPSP

CG14850 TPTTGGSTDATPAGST-----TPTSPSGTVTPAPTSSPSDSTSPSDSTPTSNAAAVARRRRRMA
CG11300 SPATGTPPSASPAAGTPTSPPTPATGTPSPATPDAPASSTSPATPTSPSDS--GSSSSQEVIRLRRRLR

CG14850 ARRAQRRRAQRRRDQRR-----RAQRRRR
CG11300 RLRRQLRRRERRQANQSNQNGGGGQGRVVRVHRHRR
```

**D. CG14850 (Jig) /CG12491:**

```
CG14850 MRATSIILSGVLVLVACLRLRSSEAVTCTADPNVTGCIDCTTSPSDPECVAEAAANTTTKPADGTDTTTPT
CG12491 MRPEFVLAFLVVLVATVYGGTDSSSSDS-----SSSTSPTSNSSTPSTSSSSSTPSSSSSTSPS

CG14850 TGGST---DAP--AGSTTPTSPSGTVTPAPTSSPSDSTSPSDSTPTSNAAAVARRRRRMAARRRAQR
CG12491 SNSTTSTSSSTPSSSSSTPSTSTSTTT-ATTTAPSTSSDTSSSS-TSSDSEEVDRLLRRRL---RRLRR

CG14850 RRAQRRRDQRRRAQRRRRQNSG
CG12491 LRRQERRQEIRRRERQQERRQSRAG
```

**E. CG14850 (Jig) /CG14421:**

```
CG14850 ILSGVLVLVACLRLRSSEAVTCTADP-----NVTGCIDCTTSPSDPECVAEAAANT
CG14421 LLKGLLI-VACL-----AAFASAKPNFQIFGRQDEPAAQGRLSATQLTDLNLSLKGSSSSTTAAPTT

CG14850 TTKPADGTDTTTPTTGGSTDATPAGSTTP--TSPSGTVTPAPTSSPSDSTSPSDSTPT-----
CG14421 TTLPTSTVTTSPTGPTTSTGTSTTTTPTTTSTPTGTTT-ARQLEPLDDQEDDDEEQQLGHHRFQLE

CG14850 -----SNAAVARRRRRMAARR-----RAQRRRAQ----RRRDQRRRAQRRRR-
CG14421 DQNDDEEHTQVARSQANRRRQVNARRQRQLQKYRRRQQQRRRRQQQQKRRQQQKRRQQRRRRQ

CG14850 QNQ
CG14421 QNQ
```

**F. CG14850 (Jig) /CG16953:**

```
CG14850 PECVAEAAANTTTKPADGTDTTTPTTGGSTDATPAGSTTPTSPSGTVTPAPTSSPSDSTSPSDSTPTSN
CG16953 PEPTPTTTTTT-----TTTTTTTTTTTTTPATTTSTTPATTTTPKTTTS-----STSTTTTTT

CG14850 AAAVARRRR
CG16953 PKPPARSKR
```

**G. CG14850 (Jig) /CG4297:**

```
CG14850 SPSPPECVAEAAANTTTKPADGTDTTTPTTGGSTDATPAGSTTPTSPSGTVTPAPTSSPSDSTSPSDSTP
CG4297 SSSGP---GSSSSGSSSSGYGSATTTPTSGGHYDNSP--TSMPMATIAIVAP----FYSEALTSIDA--

CG14850 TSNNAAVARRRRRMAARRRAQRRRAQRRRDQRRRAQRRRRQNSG
CG4297 -----QRRQQQQQQQQNPS
```

**Supplemental Figure S2. Paralogs of JIG protein in *D. melanogaster* genome.** Alignments of JIG paralogues from *Drosophila melanogaster* genome. **A.** CG14850(Jig), CG14851, CG8087 and CG13135; **B.** CG14850(Jig) and CG14852; **C.** CG14850(Jig) and CG11300; **D.** CG14850(Jig) and

CG12491; **E.** CG14850(Jig) and CG14421; **F.** CG14850(Jig) and CG16953; **G.** CG14850(Jig) and CG4297

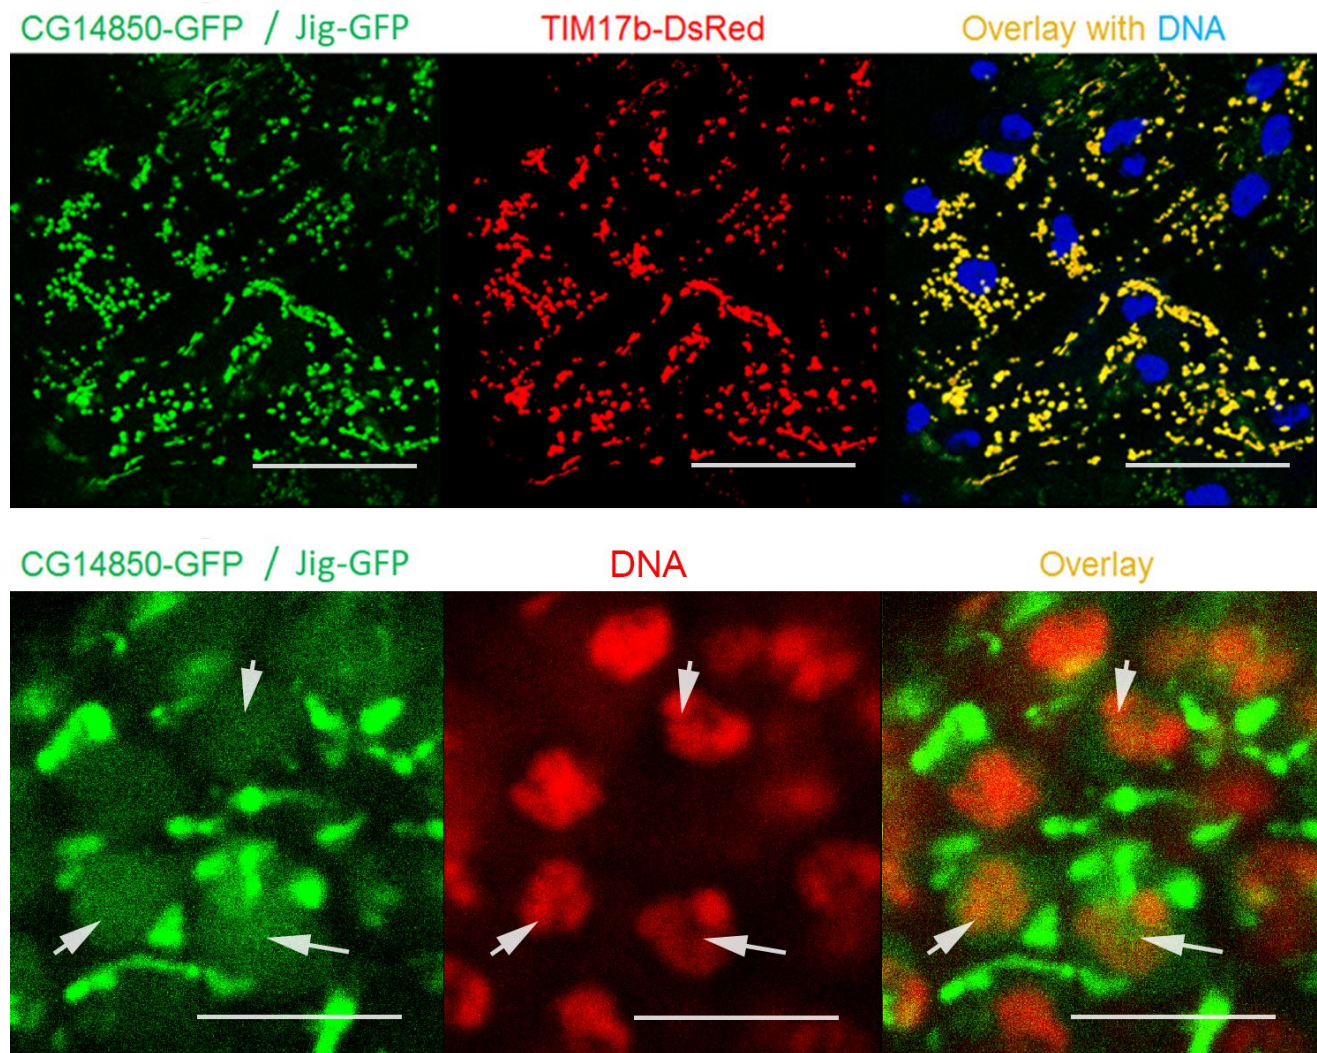

**Supplemental Figure S3. Jig protein is localized to mitochondria (top) and nuclei (bottom) in diploid tissues.** **Top:** Third instar larvae imaginal discs (eye) tissues expressing Jig-GFP (Green) and mitochondrial protein TIM17B-DsRed<sup>20</sup> (Red) were stained with TOTO3 (Blue) to stain nuclear chromatin. Scale bars, 15µm. **Bottom:** Third instar larvae imaginal discs (eye) tissues expressing Jig-GFP (Green) were stained with TOTO3 (Red) to stain nuclear chromatin. Arrows are showing localization of Jig protein in nuclei. Scale bars, 5µm.

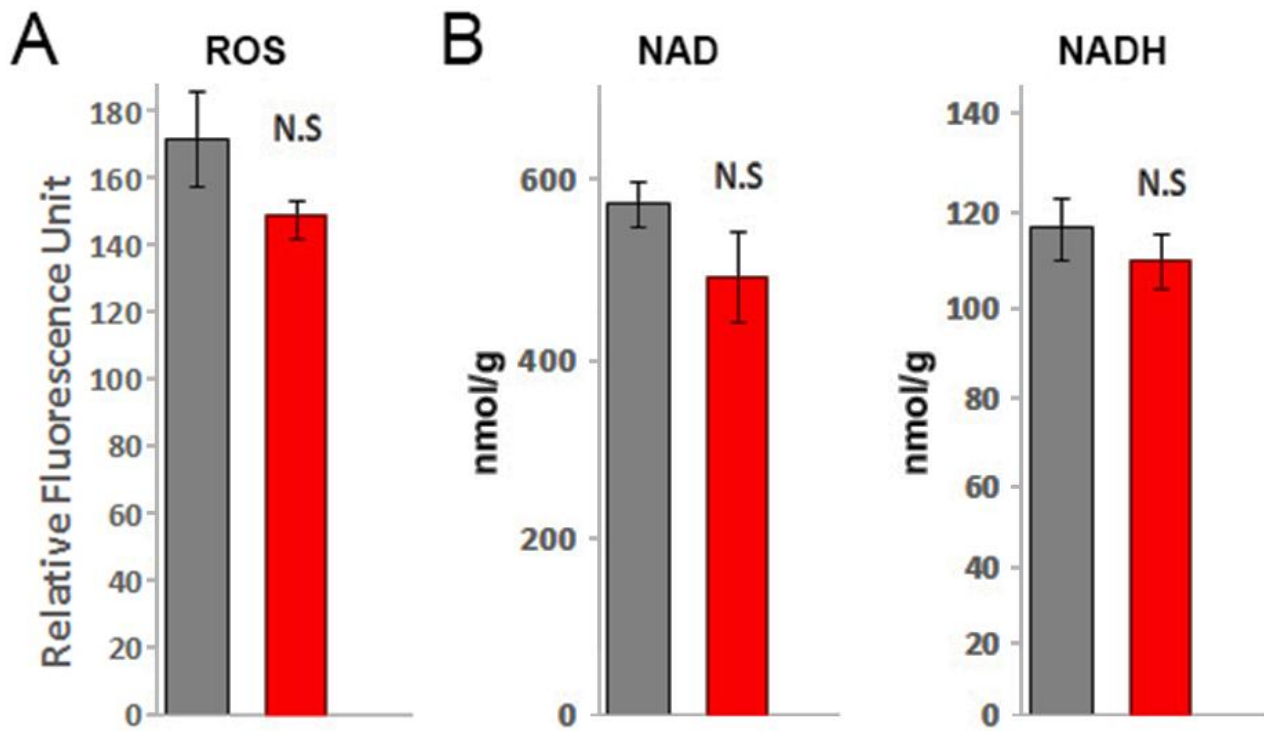

**Supplemental Figure S4. A.** The assay shows no excess in ROS production due to JIG knockdown. The Y axis represents the Relative Fluorescence Unit (RFU) of H2DCF dye. More RFU represents more ROS production. There is no significant ROS production due to Jig knockdown compared to control. The experiment was done in triplicates and p value was found to be  $> 0.05$  through unpaired T-test. **B.** NAD and NADH Levels in wild type (siRNA control (grey)) and in JIG KD (Red) N.S means not significant.

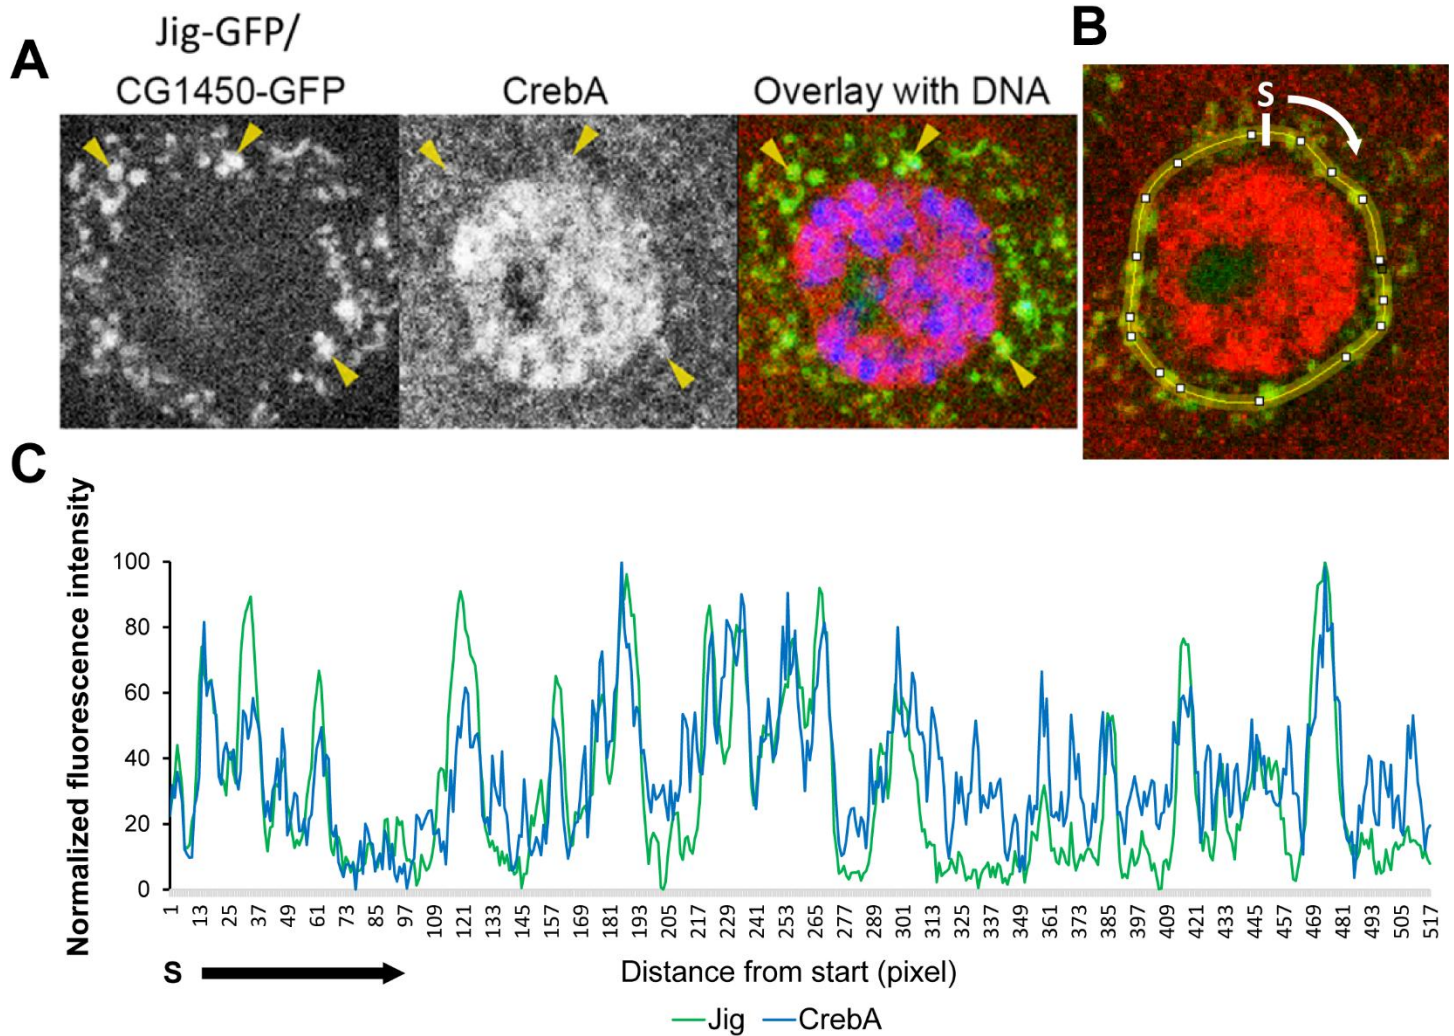

**Supplemental Figure S5. Jig and CrebA are colocalized in mitochondria (arrows). A.** Immunostaining of *Drosophila* 3rd instar larvae L3 12hrs stage salivary glands using monoclonal anti-GFP (green); polyclonal anti-CrebA (red) antibodies: a single cell is shown; DNA is blue. Arrowheads show mitochondria. Scale bars, 15 $\mu$ m. **B-C.** Analysis of the distribution of CrebA and Jig fluorescence intensity. **B.** ROI used to measure CrebA and Jig distribution, starting from the “S” marker and rotating clockwise. **C.** Distribution of CrebA and Jig fluorescence intensity. X-axis corresponds to the distance from start (“S” marker on panel B) in pixel. Signal is normalized (0-100%) for a better visualization.

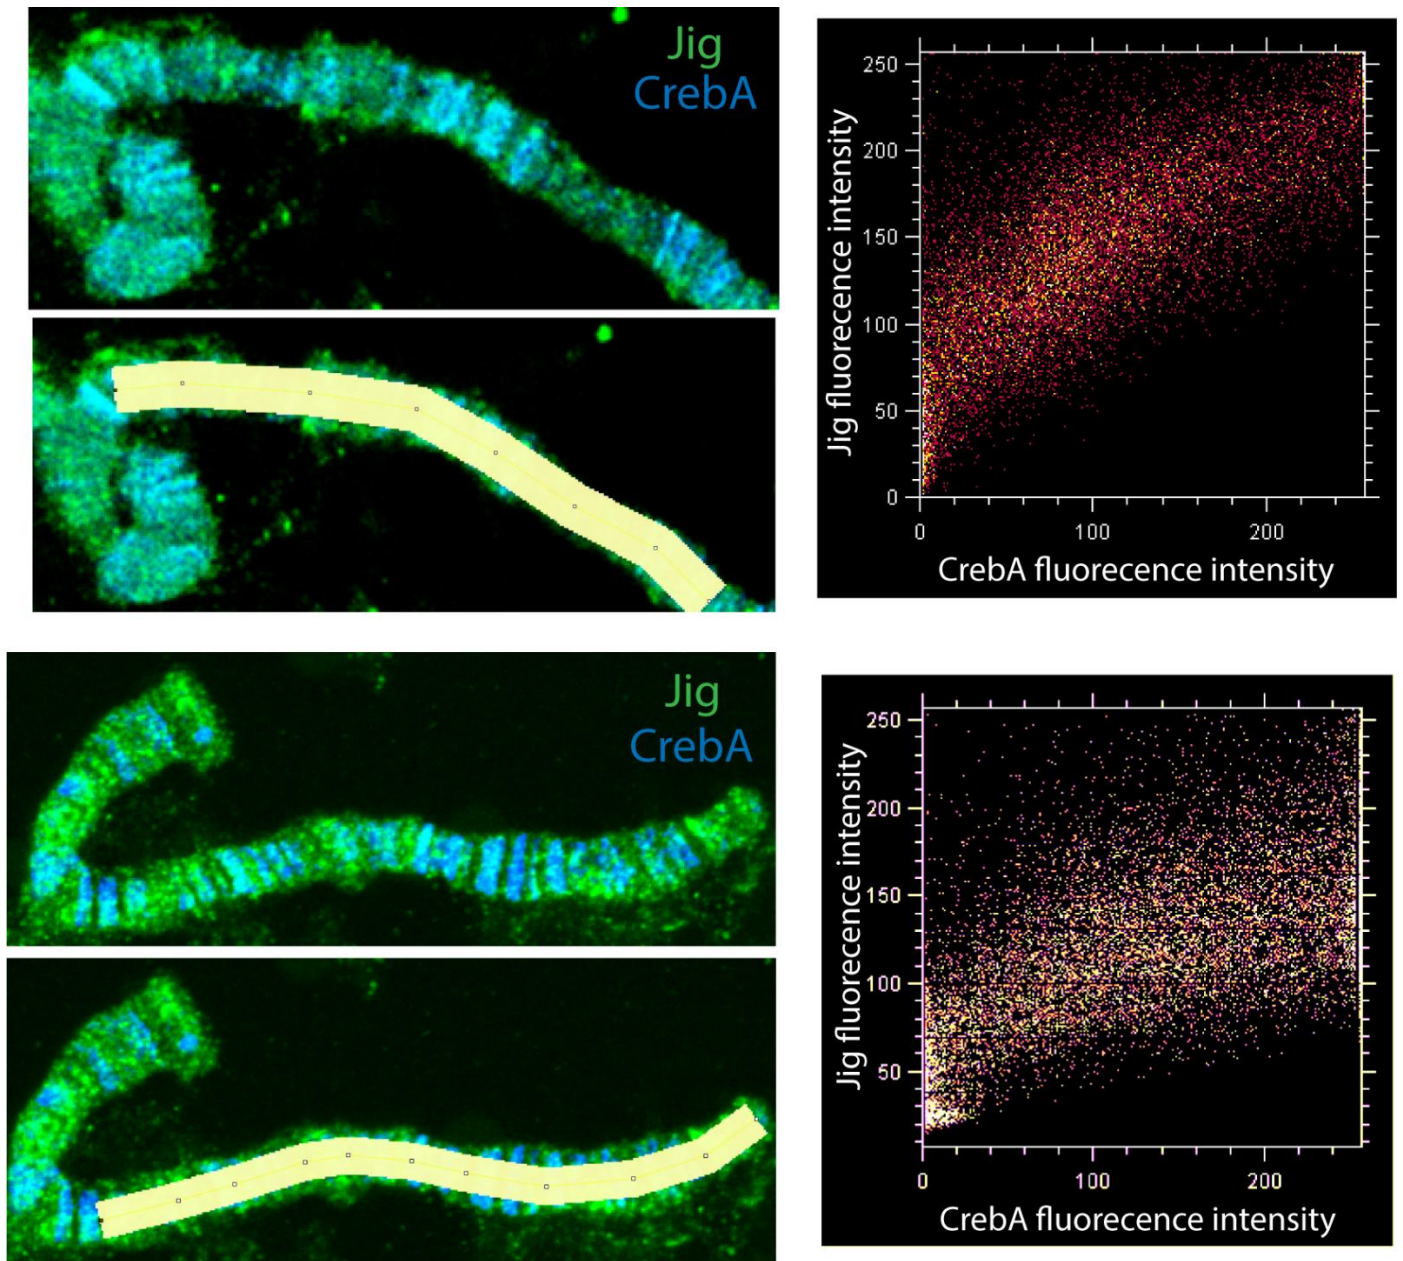

**Supplemental Figure S6. Jig colocalizes with CrebA on chromatin.** Left images show how region of interest (ROI) were set up to investigate the colocalization between CrebA and Jig. Right images represent a scatterplot of the fluorescence intensity of CrebA (X-axis) and Jig (Y-axis). The Pearson correlation coefficients are respectively 0.7908 (Top) and 0.8103 (bottom), suggesting that Jig and CrebA colocalize. This analysis was performed on multiple chromatin fragments that exhibit similar results.

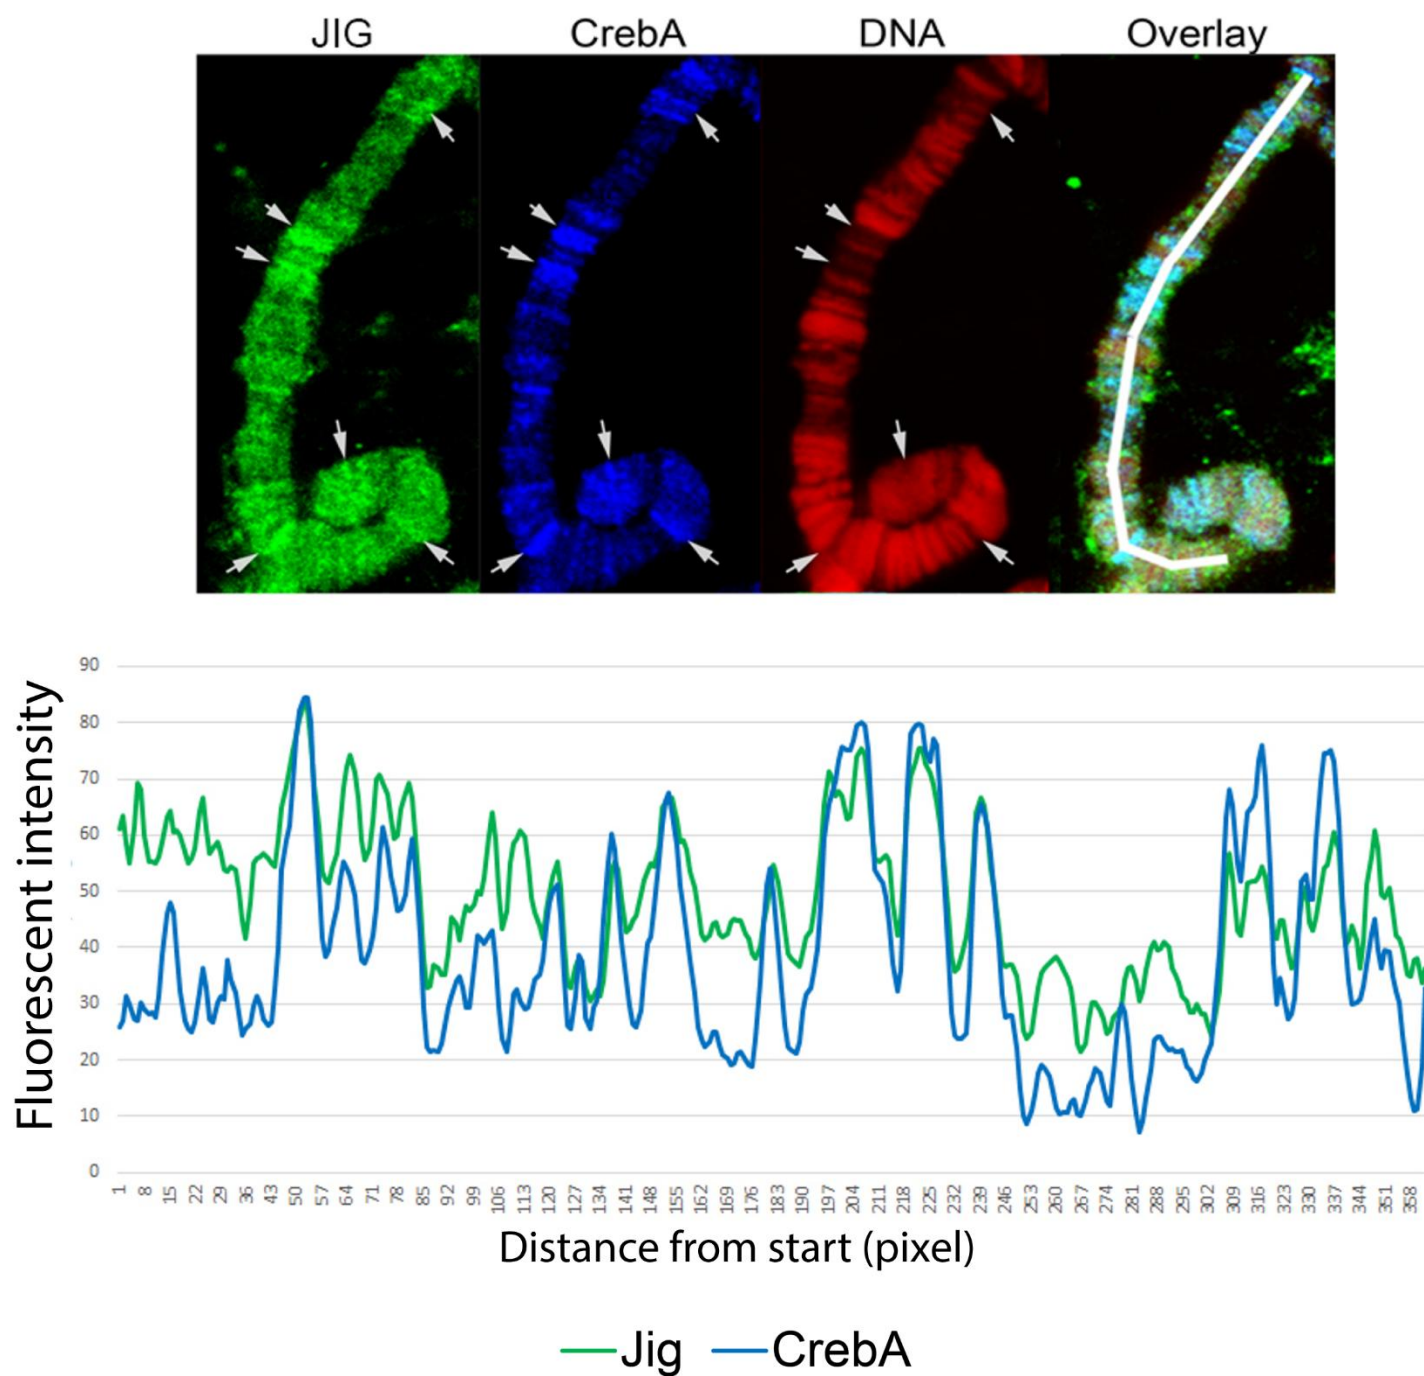

**Supplemental Figure S7.** The JIG and CREBA proteins fluorescence intensity along the polytene chromosome axis (white line in the overlay image) using with NIH image J software.

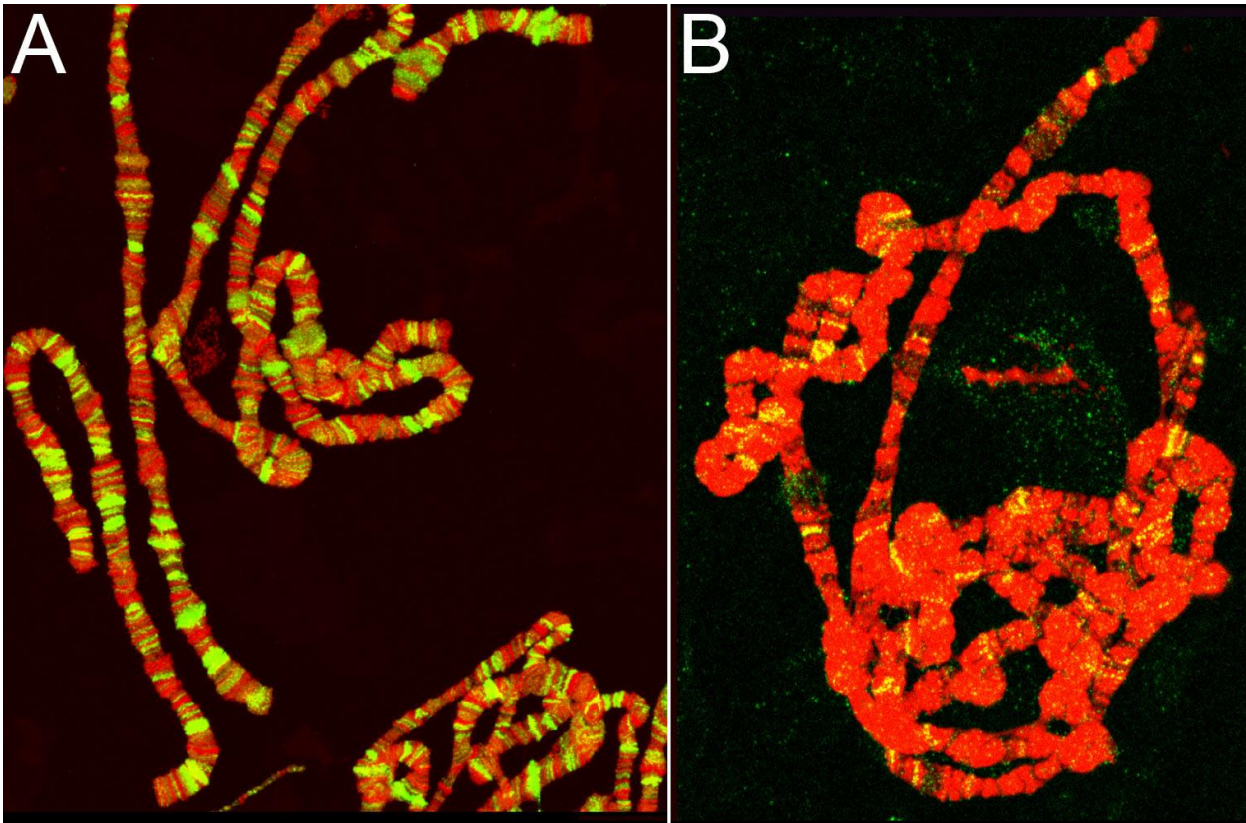

**Supplemental Figure S8. JIG knockdown disrupts CREBA protein localization in chromatin.** Salivary glands were dissected from wild type and JIG KD third instar *Drosophila* larvae, squashed and stained with anti-CREBA (green) antibody; DNA was detected using TOTO3 staining (red). CREBA protein binds ~ 300 loci in wild type *Drosophila* polytene chromosomes, while in JIG KD chromatin binding is dramatically diminished and only about 20 loci occupied.

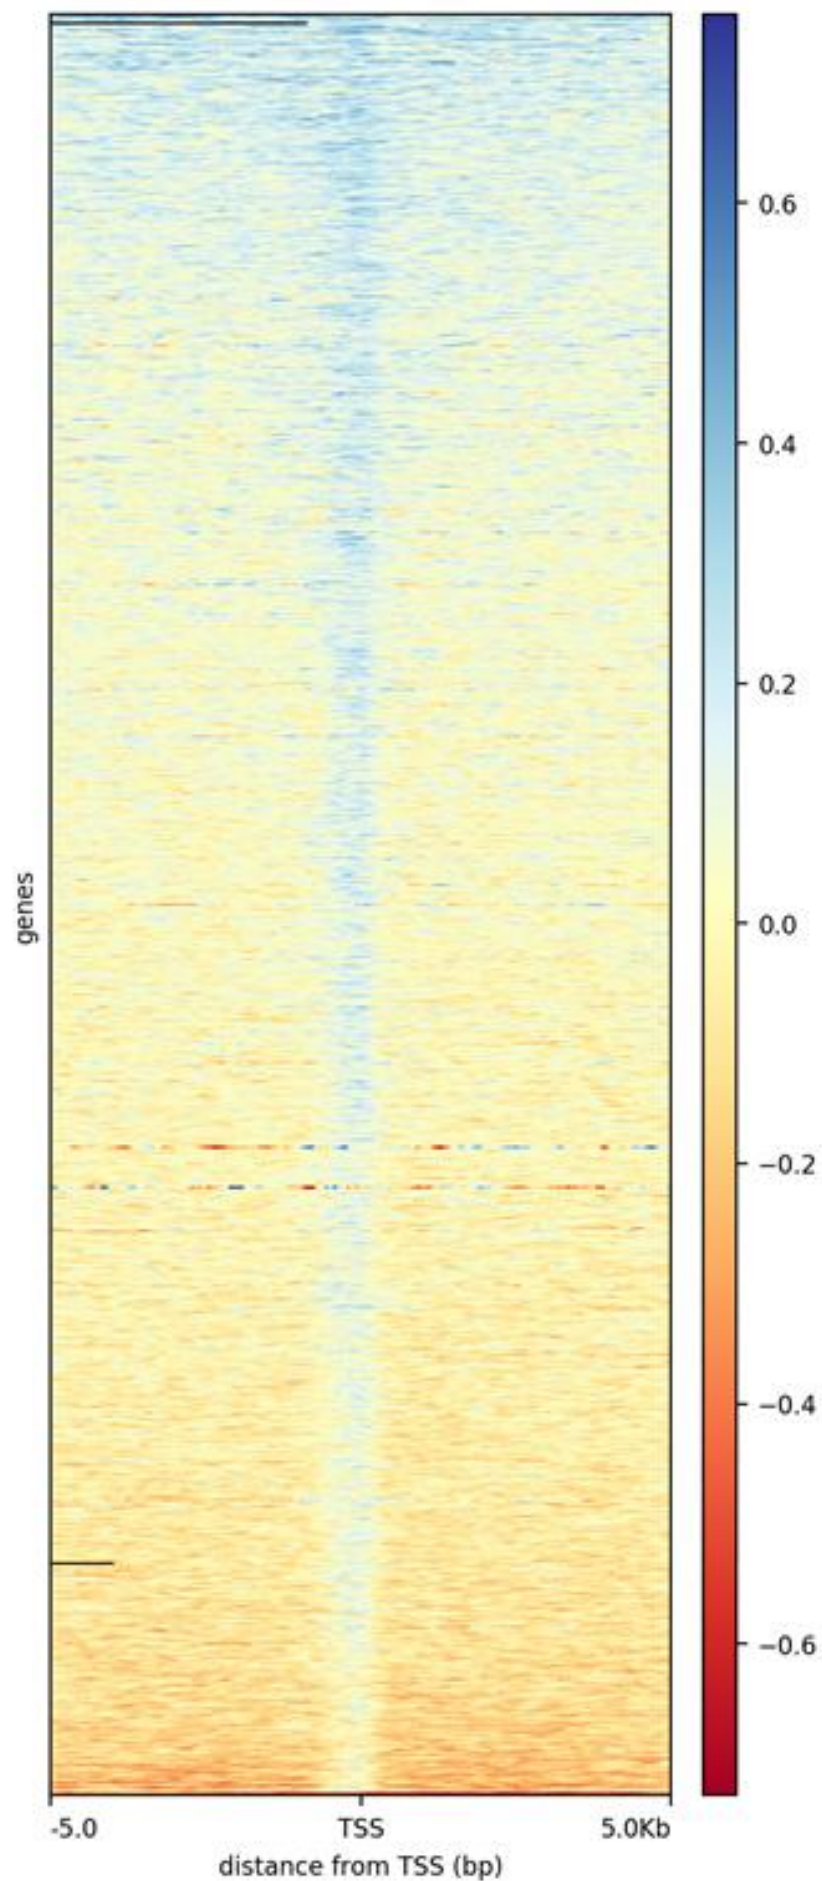

**Supplementary Figure S9.** Heatmap representing the distribution of JIG binding sites from -5 kb to +5kb in relation to TSS. The Y-axis represents the ratio of genes in JIG sample compared to control in logarithmic scale. JIG mostly binds to the promoter region.

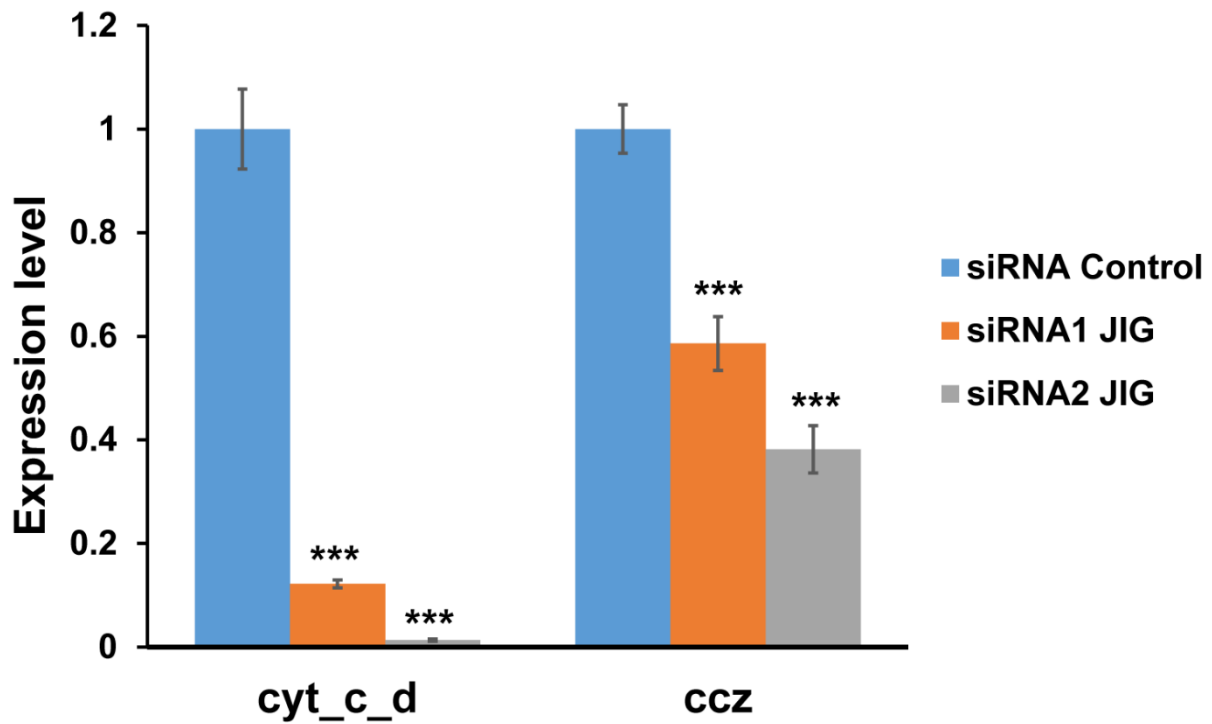

**Supplemental Figure S10. Jig regulates the transcription of nuclear encoded mitochondrial protein.** The expression level of Jig targets in Jig knockdown *Drosophila* larvae (orange and gray) compared to control (blue). Control expresses siRNA against LexA. Nuclear encoded mitochondrial proteins *cyt\_c\_d* and *ccz* are significantly downregulated when Jig is knocked down. This experiment was done in triplicates. \*\*\* =  $p$ -value < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

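DNA recovered with an antibody against GFP from whole larvae at the 12 h stage of the last instar was sequenced from 3 samples of larvae expressing JIG-GFP and 3 samples of wild-type larvae. Conditions and replicates were taken from the sample labels and the paper. The wild-type samples are titled YW, with Wt in brackets. The authors deposited a single table, the list of sites that MACS2 version 2.1.1 called in Galaxy from paired-end reads mapped to dm6. The paper names neither the aligner nor filters before the call. According to the table's header, the authors gave MACS2 the 3 JIG-GFP alignments together and the 3 wild-type alignments together, with paired-end fragments, an effective genome size of 120000000, at most 1 fragment kept per position, a q cutoff of 0.05, the larger pool scaled to the smaller, and local background windows of 1000 and 10000 bp. Of the fragments, 98.6% of the JIG-GFP pool and 98.7% of the wild-type pool were kept. The pileup in the authors' table is a signal, the number of fragments over the summit after that scaling. The fold enrichment is the authors' ratio of pileup to local background. The authors' −log10 p-values come from a Poisson distribution, and the deposited −log10 q-values are their Benjamini-Hochberg adjusted form.

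The scores were used as deposited. The background behind each fold was recovered as (pileup + 1) / fold − 1, and its lowest value, 97.3 fragments, is the genome-wide floor below which MACS2 sets no background. The counting error at the median background is the only precision that can be given, because neither the depth of each sample nor values per sample are in the table, and the model per sample that had been planned was not run. Random placements, permutations and simulated draws describe where the sites of this list lie. They compare positions within the genome and not samples, and sites are not replicates.

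Chromosome names and coordinates match release 6 of the genome (BDGP6, dm6). Genes, transcripts and annotated transposons were taken from Ensembl release 115, sequence and soft-masking from the RefSeq copy of the same assembly. Transposons were left out of the gene counts. A promoter site has its summit within 1000 bp of any annotated TSS, after the window of the paper's motif search. Genes were counted when any TSS lay within 5000 bp of a summit. CCACGTC was searched as an exact word on both strands from start to end of each promoter site. Placements outside runs of undetermined bases were drawn 10000 times on the same chromosome with the same length (1000 times for the location in genes, GC content, the 500 bp upstream of a TSS and ribosomal RNA genes, and 200 times for the number of genes), windows at unbound promoters 1000 times with matched length and distance to the TSS, fold enrichments were permuted 100000 times, and counts per chromosome were compared with 10000 multinomial draws. Tests were two-sided except for the motif. Analyses ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

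The statistics were tested on simulated data. Of 40 lists of randomly placed sites, 1 had a p under 0.05 for promoters, and 40 of 40 lists did when 10% of their sites were moved to promoters. All 199 planted copies of CCACGTC on both strands were found, with 30 more where chance gives 24.4. With no difference planted, 8 of 200 count tests and 8 of 200 permutation tests had a p under 0.05, and with a 1.25-fold difference planted 50 of 50 permutation tests did.

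Tests and alternatives were fixed before the data were examined, apart from the comparisons of random placements with the location of summits in genes, the sites within 5000 bp of a TSS and the number of genes, and apart from the tests of a dose of X, of the GC content of all sites, of the 500 bp upstream of a TSS, of ribosomal RNA genes, of the first intron of white and of single sites at CG13135, Hsp70Bb and hobo, which were all added once the list had been seen. The alternatives were a q below 1e-05, a fold enrichment of at least 2, sites outside annotated transposons, sites within 200 bp merged, other definitions of repeats, promoters, distances and genes, and other forms of the motif and its window. Genes and sites to be named were chosen by a rule set at the same time: every gene the paper names, the genes white, yellow and Hsp70 that transgene vectors or marker stocks involve, the genes nearest the 5 sites of highest fold and the 5 most significant sites, and the 3 transposon families with the most sites (4 are named because of a tie). CrebA sites, expression of target genes, orthologs, gene ontology, RT-qPCR and imaging were not analysed here.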

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

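Sites of high fold enrichment lie at genes or elements that the paper does not discuss as Jig targets. Apart from the test on the share of white in sites and that on sites at Jig, the tests in this part were chosen after the positions of the sites had been seen. Of the 1938 sites, 21 had a fold of at least 4, and the 6 described here are among them. No input or untagged transgenic control was analysed here, so the list alone does not separate binding from a difference in DNA copies between the stocks.

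At white, the gene whose loss gives the white eyes of many laboratory stocks and whose insertion marks many transgenes, a site on X from 2789962 to 2793274 had a fold of 6.12 and a site from 2795964 to 2796832 a fold of 9.61. Sites covered 54.2% of the gene. The sites covered 100% of the exon bases, running over the shorter introns as a difference in copies between the stocks would, and 13.5% of the first intron, from 2793129 to 2796236, where the stretch from 2793275 to 2795963 had no site. This argues against a difference in copies of the whole gene, which would have covered the first intron too. The sample labels title the wild-type samples YW, a common abbreviation for yellow white stocks, in which white is mutated, while the paper and the strain label call them wild type. A candidate explanation is extra copies of a white marker gene that lacks most of its first intron in the JIG-GFP stock. Whether the stock holds enough copies to give folds of 6.12 and 9.61 was not tested, because the labels give no number of copies. At the site with a fold of 6.12 the wild-type background was 243 fragments, against a median of 108 over sites. The cause of that higher background was not tested either. Binding of JIG-GFP along the exons of white stays open as untested.

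CG13135 (FBgn0032184), a paralog of Jig on 2L from 10122129 to 10122771 on the minus strand, had a site from 10122344 to 10122810 with a fold of 4.20, a pileup of 763 and a −log10 q of 222. The site covered 100% of the coding sequence (10122344 to 10122739) and 0 bases of the 3′ UTR. Its edge lay 0 bp from the last codon before the stop codon, and it ran 71 bp upstream of the start codon. Reads of Jig placed on its paralog are argued against by the sequences, whose longest shared exact word is 10 bp. At Jig itself (3R from 14560935 to 14561521), the list had 0 sites within 5 kb, which argues against extra copies of the cloned Jig fragment at the level seen at CG13135: a 4.20-fold excess would have been called unless coverage there were below 32.3% of the background floor. A candidate explanation is extra copies of the CG13135 coding region in the JIG-GFP stock, without the stop codon, as a C-terminal fusion would need. This hypothesis rests on the edges of 1 site, and whether the stock holds enough copies to give a fold of 4.20 was not tested. Neither the sequence of the transgene nor the reads were analysed here, and binding of JIG-GFP over CG13135 stays open as untested.

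At Hsp70Bb (FBgn0013278), a site on 3R from 12505749 to 12506106 had a fold of 5.46. It began 44 bp upstream of the TSS at 12505793 and covered 100% of the 5′ UTR and 3.74% of the coding sequence. Extra copies of an Hsp70 promoter fragment, which expression vectors can carry, and binding at the Hsp70Bb promoter cannot be told apart, because both predict a short site at the TSS. The Hsp70 genes are near-identical copies, and reads of 1 copy can be placed on another. Hsp70Aa, Hsp70Ab, Hsp70Ba, Hsp70Bbb and Hsp70Bc had no site over them.

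In a hobo element on X from 8293303 to 8296283, within an intron of nAChRalpha3, sites from 8293807 to 8294699 and from 8295007 to 8296220 had folds of 13.8 and 5.97. They covered 70.7% of the element and ended at least 63 bp inside its ends. More hobo elements in the JIG-GFP stock and binding within the element cannot be told apart, because both keep the sites inside it. Of the 60 annotated hobo elements, no other had a site.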

How the results depend on the processing

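No tests in this part were chosen after results were seen. Of 61 values recomputed for 13 results, 29 kept their direction and their side of 0.05 in the permutation test, or, for counts without a test, stayed within 1.5 times, or, for the share of the mitochondrial genome, within its Wilson 95% interval. Merging sites within 200 bp changed no count (1938 sites, 1931 nuclear and 7 mitochondrial). Its values are among the 29 but do not test stability, because nothing was merged. Values with no cause given below have a cause that was not tested.

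With a q below 1e-05, which leaves fewer sites, there were 582 sites, 575 of them nuclear, 96 in transposons and 613 genes. At a fold of at least 2 there were 184 sites, all nuclear and 0 mitochondrial, so no share of the mitochondrial genome exists there, with 55 in transposons and 123 genes. The number of sites in transposons was 0.936 times random placement in the full list (permutation p = 0.424), but 1.89 times at a q below 1e-05 and 3.04 times at a fold of at least 2. It was 1.00 times with the summit in a transposon and 1.01 times with at least 50% of the site in transposons, changes of direction with permutation p of 1 and 0.925. With 91 sites at least 50% soft-masked, it was 0.592 times.

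The share of sites at promoters, 22.1% against 23.9% at random, fell below random with a permutation p under 0.05 at a q below 1e-05 (17.2%), at a fold of at least 2 (11.4%), with protein-coding genes only (17.8%) and from the midpoint of the site (21.6%), and lay above random within 3000 bp (48.3% against 47.7%, p = 0.67). It kept its side of 0.05 within 500 bp, for any base of the site, without sites in transposons and for the most upstream TSS. The median distance to the TSS, 3236 bp against 3290 bp, was longer than random at a q below 1e-05 (5537 bp), at a fold of at least 2 (12966.5 bp) and with protein-coding genes only (4603 bp, permutation p = 0.117), and shorter, with p = 0.0326, without sites in transposons (2945.5 bp). The fold of promoter sites minus that of others was −0.120 at a fold of at least 2 (permutation p = 0.427), where few sites are left.

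Genes numbered 1029 with the nearest gene only and 993 without sites in transposons as well, by the construction of that rule. CCACGTC at promoter sites, 5.16%, passed a permutation p of 0.05 with at most 1 mismatch (59.9%) and as CACGTC (13.4%), against windows not matched on GC content. The share of CCACGTC lay below random over the whole promoter (13.6%). It kept its side of 0.05 without sites in transposons and for 200 bp around the summit. It did so at the stricter cutoffs too, but few promoter sites are left there: 9 of 99 had the word at a q below 1e-05 (9.09% against 5.64% at random) and 3 of 21 at a fold of at least 2 (14.3% against 6.45%), so an excess among strong sites is not excluded. Without the A+T-rich region the share of the mitochondrial genome in sites was 46.3%, by construction. The ratio of X sites to the number predicted was below 1 in all alternatives except a fold of at least 2, where it was 1.46.

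No paired analysis was possible because the replicates are pooled in the deposited list. For the same reason the signal per sample, with its alternatives of a replicate block, leaving out each replicate in turn and a pseudocount of 0.1, was not run. The depth of the pools limits the weakest sites, since the background floor sets the pileup needed for a call.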

Differences from the paper's values

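The paper reports 461 sites in repetitive regions, where 145 nuclear sites shared at least 1 bp with an annotated transposon. None of the alternatives set before the data were examined closed the gap: 123 sites with the summit in a transposon, 122 with at least 50% of their bases in transposons, 91 with at least 50% in soft-masked sequence, 96 at a q below 1e-05 and 55 at a fold of at least 2.

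The paper reports 966 genes within 5 kb of a site, where 2392 genes had a TSS within 5000 bp of a summit. With the nearest gene only, the count was 1029, and 993 without sites in annotated transposons as well, and both fall within 1.5 times the paper's count. The alternatives with protein-coding genes only (1793), distance to the gene body (3006), no sites in transposons (2329), a q below 1e-05 (613) and a fold of at least 2 (123) did not close the gap.

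The paper reports the motif at 69% of Jig-occupied promoters, where the exact word CCACGTC was present in 5.16% of promoter sites. With at most 1 mismatch the share was 59.9%, within 1.5 times the paper's value, and matched windows at unbound promoters then had 51.5%. None of the other alternatives closed the gap, with shares from 2.58% (200 bp around the summit) to 14.3% (fold of at least 2).

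The paper's totals of 1476 sites, 1469 of them nuclear, lie within 1.5 times the 1938 and 1931 of the list, and both give 7 mitochondrial sites. The paper does not say whether its total includes its 461 sites in repetitive regions. The 1476 and the 461 add up to 1937, 1 fewer than the list, as they nearly would if the total left those sites out.

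The paper states that Jig binds mostly in the promoter region near TSSs (Figure 6A, Supplemental Figure S9). In the list, 22.1% of nuclear sites lay within 1000 bp of a TSS, against 23.9% of random placements. The paper also states in its discussion that Jig is bound to nearly the whole mitochondrial genome, where sites covered 35.4% of it, or 46.3% without the A+T-rich control region. The paper shows mitochondrial binding as tracks along the genome (Figure 6C), and the share of bases in called sites is another measure. Signal along the nuclear or mitochondrial genome was not analysed here, so neither comparison decides on the paper's statements.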

Other observations

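The tests on the number of X sites against length, on the background floor at X sites and on Y were set beforehand. So were those on the number of transposon families and on the GC content of promoter sites. The other tests in this part were chosen after the results had been seen.

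X had 77 sites where its length predicts 331, a ratio of 0.233. The shortage lay in the weak sites: the ratio was 0.741 at a q below 1e-05 and 1.46, an excess, at a fold of at least 2. Outside annotated transposons X had 53 sites, and 27 of those lay before 21 Mb, away from the proximal heterochromatin. MACS2's background floor was the first explanation tested. The implied background was at the floor at 36.4% of X sites and at 22.5% of sites on 2L, 2R, 3L and 3R, which decides nothing because the background is known only where a site was called. The autosomal sites outside transposons were then given a lower coverage with the floor kept. At the full dose 352 sites would be expected on X, at 0.9 of it 286, at 0.75, which equal numbers of male and female larvae give, 86.5, and at 0.6 of it 29.1. The prediction was first set with a Poisson spread, under which 53 or fewer sites had a probability of 7.24e-05 at 0.75. The wider spread between arms was used in its place, because the arms differ widely at 0.75. There 2L alone gives 121, 2R 106, 3L 80.5 and 3R 51.3 (SD 30.5 over the 4 arms). The 53 sites seen lie within that spread, near its lower end. A dose of 0.69 would give the count seen. Equal numbers of the sexes, a lower dose and fewer binding sites on X cannot be told apart, because the arms differ as much and the sexes of the larvae are not given. Y had 10 sites where 48.0 are predicted, a ratio of 0.208, and this does not tell whether the JIG-GFP pool held more males, because the floor applies to the low coverage of Y as well. Fewer weak binding sites on X stay open as untested.

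Nuclear sites had a mean GC content of 46.6%, with an SD of 4.70 over sites, and random placements 42.0%, with an SD of 7.79 (two-sided permutation p = 0.002, the smallest that 1000 random sets can give). Of the sites, 89.7% had a GC content from 40% to 55%, and 53.7% of random placements did. The narrow range raises the question of GC content as a cause of the promoter share. Placements matched on GC content lay within 1000 bp of a TSS in 25.0% ± 0.985 (SD) of cases, more than the 22.1% of sites (two-sided permutation p = 0.002). This decides nothing on GC content as a cause, because GC content alone would give at least as many promoter sites as were seen, and the sites had no excess at promoters to explain. No biological explanation of the GC range was tested.

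In the 500 bp upstream of a TSS lay 78 summits, where random placements had 120 ± 10.6 (two-sided permutation p = 0.002, the smallest that 1000 random sets can give). Placements matched on GC content had 103 ± 10.3 there (two-sided permutation p = 0.022), which argues against GC content as the whole cause of the dearth. Open chromatin at promoters, which sonication or background can affect, was not tested.

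The 145 sites in annotated transposons fell in 61 of 155 families, and draws in proportion to annotated length gave 59.2 ± 3.96 families (two-sided permutation p = 0.728, 10000 draws). Differences in copy number of a few families between the stocks would give fewer families. INE-1 and R1A1 had more sites than their length predicts, so the number of families alone does not exclude such differences, and they cannot be told apart from binding.

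Sites overlapped ribosomal RNA genes or their fragments on X 11 times, where random placements had a mean of 0.735 and at most 5 (two-sided permutation p = 0.002, 1000 placements). Their folds ran from 1.29 to 2.47, with a median of 2.02 and pileups of up to 4146. The paper reports a fraction of Jig in nucleoli. More copies of ribosomal RNA genes in the JIG-GFP pool would give like folds along the genes. The highest fold was 1.92 times the lowest, but the folds rest on local backgrounds that can exceed the coverage at the summit, so copies and binding cannot be told apart.

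Of the nuclear genes whose expression the paper measured by RT-qPCR (Supplemental Figure S10), Ccz1 had its nearest site on 3L from 3900397 to 3900680, 1241 bp from the gene and within the coding sequence of Ubi-p63E, with a fold of 3.62. The nearest site to Cyt-c-d lay on 2L from 16711662 to 16711956, 3935 bp from the gene, with a fold of 1.48. No site lay within 5 kb of yellow (y), RpL32 or Tim17b.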
